# Multiomic Fermentation Using Chemically Defined Synthetic Hydrolyzates Revealed Multiple Effects of Lignocellulose-Derived Inhibitors on Cell Physiology and Xylose Utilization in *Zymomonas mobilis*

**DOI:** 10.3389/fmicb.2019.02596

**Published:** 2019-11-07

**Authors:** Yaoping Zhang, Jessica M. Vera, Dan Xie, Jose Serate, Edward Pohlmann, Jason D. Russell, Alexander S. Hebert, Joshua J. Coon, Trey K. Sato, Robert Landick

**Keywords:** synthetic hydrolyzates, lignocellulose-derived inhibitors, xylose utilization, multiomic fermentation, ethanol production, RND family efflux pump systems

## Abstract

Utilization of both C5 and C6 sugars to produce biofuels and bioproducts is a key goal for the development of integrated lignocellulosic biorefineries. Previously we found that although engineered *Zymomonas mobilis* 2032 was able to ferment glucose to ethanol when fermenting highly concentrated hydrolyzates such as 9% glucan-loading AFEX-pretreated corn stover hydrolyzate (9% ACSH), xylose conversion after glucose depletion was greatly impaired. We hypothesized that impaired xylose conversion was caused by lignocellulose-derived inhibitors (LDIs) in hydrolyzates. To investigate the effects of LDIs on the cellular physiology of *Z. mobilis* during fermentation of hydrolyzates, including impacts on xylose utilization, we generated synthetic hydrolyzates (SynHs) that contained nutrients and LDIs at concentrations found in 9% ACSH. Comparative fermentations of *Z. mobilis* 2032 using SynH with or without LDIs were performed, and samples were collected for end product, transcriptomic, metabolomic, and proteomic analyses. Several LDI-specific effects were observed at various timepoints during fermentation including upregulation of sulfur assimilation and cysteine biosynthesis, upregulation of RND family efflux pump systems (ZMO0282-0285) and ZMO1429-1432, downregulation of a Type I secretion system (ZMO0252-0255), depletion of reduced glutathione, and intracellular accumulation of mannose-1P and mannose-6P. Furthermore, when grown in SynH containing LDIs, *Z. mobilis* 2032 only metabolized ∼50% of xylose, compared to ∼80% in SynH without LDIs, recapitulating the poor xylose utilization observed in 9% ACSH. Our metabolomic data suggest that the overall flux of xylose metabolism is reduced in the presence of LDIs. However, the expression of most genes involved in glucose and xylose assimilation was not affected by LDIs, nor did we observe blocks in glucose and xylose metabolic pathways. Accumulations of intracellular xylitol and xylonic acid was observed in both SynH with and without LDIs, which decreased overall xylose-to-ethanol conversion efficiency. Our results suggest that xylose metabolism in *Z. mobilis* 2032 may not be able to support the cellular demands of LDI mitigation and detoxification during fermentation of highly concentrated lignocellulosic hydrolyzates with elevated levels of LDIs. Together, our findings identify several cellular responses to LDIs and possible causes of impaired xylose conversion that will enable future strain engineering of *Z. mobilis.*

## Introduction

Biofuel production from plant biomass provides a renewable and sustainable path to energy security. Native ethanologens, such as *Saccharomyces cerevisiae* and *Zymomonas mobilis*, can produce bioethanol and be engineered to produce advanced biofuels and bioproducts when biomass hydrolyzates are used without supplementation as the source of nutrients, carbon (mainly in the form of glucose), and energy (Lau and Dale, 2009; Lau et al., 2010; Jin et al., 2013; Skerker et al., 2013; He et al., 2014; Parreiras et al., 2014; Uppugundla et al., 2014; Serate et al., 2015; Yang et al., 2016; Nandy and Srivastava, 2018). Lignocellulosic hydrolyzates are primarily comprised of C6 and C5 sugar monomers, with glucose and xylose as the most abundant monomers respectively (Keating et al., 2014; Serate et al., 2015). However, neither *S. cerevisiae* nor *Z. mobilis* can natively metabolize the xylose that is abundant in lignocellulosic hydrolyzates.

Two xylose-utilizing strains of *Z. mobilis*, named *Z. mobilis* 2032 and *Z. mobilis* 8b, have been engineered by integration of *E. coli talB-tktA* and *xylA-xylB* genes into the chromosome or plasmids of wild-type *Z. mobilis* ZM4 (Zhang et al., 1995, 2007; Yang et al., 2018). Although both *Z. mobilis* 2032 and 8b can readily ferment xylose in rich medium (Zhang et al., 1995, 2007; Franden et al., 2013), xylose utilization remains slow, inefficient, and often incomplete in lignocellulosic hydrolyzates (Serate et al., 2015; Yang et al., 2018; Zhang et al., 2018). Several studies demonstrate that the high osmolarity of hydrolyzates, presence of lignocellulose-derived inhibitors (LDIs), and end-product toxicity can negatively affect microbial conversion of sugars in lignocellulosic hydrolyzates, especially xylose (Schwalbach et al., 2012; Keating et al., 2014; Tang et al., 2015; Zhang et al., 2018). Recently, we investigated the impacts of biomass feedstock variability on microbial conversion using both *S. cerevisiae* and *Z. mobilis* as model ethanologens (Ong et al., 2016; Zhang et al., 2018). Although *Z. mobilis* 2032 exhibits greater tolerance to LDIs than *S. cerevisiae* Y128, xylose-utilizing strains of both organisms struggle to metabolize xylose when grown in hydrolyzates with elevated LDIs (Ong et al., 2016; Zhang et al., 2018). For example, both *S. cerevisiae* Y128 and *Z. mobilis* 2032 utilize xylose poorly when grown in AFEX-pretreated corn stover hydrolysate (ACSH) from the year 2014 compared to ACSH from 2012 (Zhang et al., 2018). We identified elevated levels of LDIs in 2014-ACSH compared to 2012-ACSH, including ferulic and *p-*coumaric acids and feruloyl and coumaroyl amides. Adding these LDIs into 2012-ACSH to match 2014-ACSH levels inhibits xylose utilization to an extent resembling its use in 2014-ACSH (Zhang et al., 2018). Additionally, *Z. mobilis* 2032 exhibits poor xylose utilization when grown in highly concentrated 9%-glucan loading ACSH (9% ACSH) compared to 6%-glucan loading ACSH (Yang et al., 2018).

To provide consistent, but manipulable conditions for study of cellular responses to LDIs during fermentation of hydrolyzates, we developed synthetic hydrolyzates (SynHs) (Schwalbach et al., 2012; Keating et al., 2014; Serate et al., 2015; Tang et al., 2015). Our initial studies examined engineered, ethanologenic *E. coli* grown in SynH containing glucose, xylose, salts, amino acids, nucleobases, vitamins, and micronutrients at levels found in 6% ACSH (Schwalbach et al., 2012). In this SynH, *E. coli* exhibits stress responses induced by high osmolarity, LDIs, and ethanol. Further analysis of 6% ACSH led to a revised SynH version (SynH2) that includes osmoprotectants, acids, acetamide, additional sugars, and 14 LDIs, all added at concentrations found in 6% ACSH. We also created SynH2^–^ which lacks all LDIs (Keating et al., 2014). We used both SynH2^–^ and SynH2 along with 6% ACSH for systems-level studies of anaerobic growth of ethanologenic *E. coli*. Our studies identified several key regulators of cellular responses to LDIs that reduce the rate of ethanol production, especially during xylose conversion to ethanol (Keating et al., 2014).

Transcriptome profiling has been used to study the effects of some LDIs on *Z. mobilis* physiology. The majority of these studies focused on the effects of a single, abundant inhibitor, such as ethanol, acetate, furfural, or 5-hydroxymethylfurfural on *Z. mobilis* grown in rich or minimal media. However, the inhibitor concentrations used in these studies were often much higher than the concentrations found in real biomass hydrolyzates. Furthermore, cells were not subjected to the additional stresses of biomass hydrolyzates such as high osmolality, which exhibits synergistic inhibition with LDIs (He et al., 2012a, b; Yang et al., 2014b). To characterize the physiological impacts of LDIs on *Z. mobilis* in an industrially relevant context, we have developed a new version of SynH modeled on highly concentrated 9% ACSH, with and without added LDIs. We named these hydrolyzates SynH3 (with LDIs) and SynH3^–^ (without LDIs). We compared the cellular responses of xylose-utilizing *Z. mobilis* 2032 grown in SynH3^–^ or SynH3 by collecting and analyzing multiple omics-type data (multiomics) including transcriptomics, proteomics, and metabolomics. Our study focused on understanding how *Z. mobilis* responds to LDIs in SynH3 compared to SynH3^–^. We sought to identify the potential causes of impaired xylose conversion in the presence of LDIs. Addressing these effects will provide crucial information for engineering *Z. mobilis* strains with improved productivities of biofuels and bioproducts from lignocellulosic hydrolyzates.

## Materials and Methods

### Strains and Growth Media

Engineered xylose-utilizing *Z. mobilis* 2032 (ATCC31821-5C P*gap_taltkt*/P*gap xylAB*, PTA-6977) was obtained from American Type Culture Collection (ATCC). The rich media with glucose (ZRMG, containing 10 g yeast extract/L, 2 g KH_2_PO_4_/L, 20 g glucose/L) or rich media with both glucose and xylose (RMGX, containing 10 g yeast extract/L, 2 g KH_2_PO_4_/L, 100 g glucose/L, 20 g xylose/L) were used for initial cultivation of 2032. To increase buffer capacity and maintain pH, extra phosphate (0.8 g KH_2_PO_4_/L and 2 g K_2_HPO_4_/L) was added into RMGX, which was named as RMGXP.

### Preparation of SynH Media

Two synthetic hydrolyzate media used in these studies (SynH3^–^ and SynH3) were based on a previously described synthetic hydrolyzate medium (SynHv2.1) that mimics 6% glucan-loading AFEX-corn stover hydrolyzate (6% ACSH) (Serate et al., 2015). To mimic 9% ACSH, SynH3^–^ (Table 1) (aka SynHv3.8) was made by increasing the media composition of SynHv2.1 by 1.5-fold with the following additional modifications. To prevent Fe loss due to filtration of FeCl_3_ precipitate, FeCl_3_ was replaced with Fe-citrate, 1.5 mM sodium citrate was added, and 90 g/L of cellobiose was added to match the osmolarity of 9% ACSH (∼1920 mmol/kg). *Z. mobilis* 2032 is unable to metabolize cellobiose meaning that the osmolarity of SynH3^–^ will remain high throughout our fermentation experiments. We hypothesize that the lower osmolarity of SynH3^–^, prior to the addition of 90 g cellobiose/L, may be due to 9% ACSH components that are missing in our SynH recipe, likely stemming from an inability to identify or measure these compounds. This was an important modification as our previous work with *E. coli* highlighted osmotic stress as a key aspect of the stress response of *E. coli* to SynH and ACSH (Schwalbach et al., 2012; Keating et al., 2014). SynH3 (aka SynHv3.8) was generated by adding 25 LDIs (Table 2) to SynH3^–^ at LDI concentrations largely based on the composition analysis of 9% ACSH. All chemicals used for SynH, except two LDIs, were purchased from Fisher Scientific (Hampton, NH, United States) and Sigma-Aldrich (St. Louis, MO, United States). Feruloyl amide and coumaroyl amide were synthesized by in-house as described previously (Keating et al., 2014).

**TABLE 1:** Composition of SynH3^–^.

**Media component**	**SynHv2.1**^1^	**SynH3**^–^
**Carbohydrates (mM)**		
d-Glucose	333	500
d-Xylose	200	300
l-Arabinose	20	30
d-Galactose	2.9	4.4
d-Mannose	1.2	1.8
d-Fructose	24	36
**Misc. compounds (mM)**		
l-Lactic acid	4	6
Sodium nitrate	1.1	1.65
Sodium formate	2.8	4.2
Sodium succinate	0.5	0.75
Sodium acetate	32	48
Sodium citrate	−	1.5
Acetamide	80	120
Glycerol	4.1	6.15
Betaine	0.7	1.05
Choline chloride	0.3	0.45
dl-Carnitine	0.3	0.45
**Salts (mM)**		
KH_2_PO_4_	5.84	8.76
K_2_HPO_4_	11.15	16.725
KCl	36.8	55.2
NaCl	1.3	2
(NH_4_)_2_SO_4_	30	45
MgCl_2_	12.5	18.75
CaCl_2_	5.5	8.25
**Amino acids (μM)**		
Alanine	1172	1758
Arginine	144	216
Asparagine	228	342
Aspartate	594	891
Cysteine	50	75
Glutamine	259	388.5
Glutamate	607	910.5
Glycine	378	567
Histidine	37	56.1
Isoleucine	262	393
Leucine	371	556.5
Lysine	175	262.5
Methionine	100	150
Phenylalanine	282	423
Proline	656	984
Serine	369	553.5
Threonine	310	465
Tryptophan	50	75
Tyrosine	424	636
Valine	202	303
**Nucleobases (μM)**		
Adenine	50	75
Cytosine	50	75
Uracil	50	75
Guanine	50	75
**Vitamin, trace elements, and other components (μM or others indicated)**		
CuCl_2_	1.9	2.85
CoCl_2_⋅6H_2_O	0.03	0.045
H_3_BO_4_	23.1	34.65
(NH_4_)_6_Mo_7_O_2_⋅4H_2_O	0.31	0.465
FeCl_3_	20	−
Fe-citrate	−	30
ZnCl_2_	20	30
MnCl_2_⋅4H_2_O	91	136.5
Pyridoxine	2.14	3.21
Nicotinic acid	26.78	40.17
Thiamine-HCl	0.4	0.6
Pantothenate	3	4.5
Biotin	0.1	0.15
Inositol	56	84
Polysorbate 80 (Tween 80)	1 ml/L	1.5 ml/L
Ergosterol	10 mg/L	15 mg/L
**Increase osmolality to match 9% ACSH (1920 mmol/kg)**		
d-Cellobiose	−	90 g/L (263 mM)

*^1^Composition of SynHv2.1 was from paper published previously (Serate et al., 2015).− Not added in SynHv2.1 or SynH3^–^.*

**TABLE 2:** Lignocellulose-derived Inhibitors (LDIs) in SynH3.

**LDIs (μM)**	**SynH2**^1^	**SynH3**
**Amides**		
Feruloyl amide	2750	4230
Coumaroyl amide	2750	7130
4-Hydroxybenzamide	−	85
Syringamide	−	140
**Acids**		
*p*-Coumaric acid	1050	1440
Ferulic acid	355	180
Benzoic acid	480	320
Syringic acid	80	65
Cinnamic acid	90	135
Vanillic acid	90	10
Caffeic acid	10	15
4-Hydroxybenzoic acid	−	145
Azelaic acid	−	30
**Aldehydes, ketones, and related compounds**		
Vanillin	132	20
Syringaldehyde	162	20
4-Hydroxybenzeldehyde	197	220
4-Hydroxyacetophenone	25	15
Acetosyringone	−	20
Acetovanillone	−	20
Furfural	−	45
Hydroxymethylfurfural (HMF)	550	−
**Pyrazines and imidazoles**		
2-Methylimidazole	−	63
4(5)-Methylimidazole	−	129
2, 4-Dimethylimidazole	−	21
2-Methylpyrazine	−	9
2, 6-Dimethylpyrazine	−	1.5

*^1^Composition of LDIs in SynH2 was from paper published previously (Keating et al., 2014).- Not added in SynH2 or SynH3.*

### Fermentative Growth Conditions

Multiomic fermentations were conducted in 3 L bioreactors (Applikon Biotechnology) containing 1.2 L of SynH3^–^ or SynH3 media. Starter culture were first grown in ZRMG media with 12.5 μg/L each of Tetracycline (Tc) and Chloramphenicol (Cm) under aerobic conditions at 30°C. After ∼7 h, the cultures were diluted into RMGXP medium containing 12.5 μg/ml each of Tc and Cm at an initial OD_600_ (optical density at 600 nm) of 0.2, and then grown in an anaerobic chamber on a stir plate at 30°C for about 14 h. Cells from this culture were then centrifuged at 18000 × *g* for 3 min, cell pellets were resuspended in appropriate SynH media and inoculated into the bioreactors to give an initial OD_600_ of 0.5. Fermentations were conducted at 30°C with continuous stirring (300 rpm), headspace sparging with 100% N_2_ (20 mL/min) and pH controlled at 5.8. Samples were periodically removed from the bioreactors for an OD_600_ measurement using a Beckman Coulter DU720 (Beckman Coulter, Inc., Brea, CA, United State) to monitor cell growth and for YSI 2700 Biochemistry Analyzer (YSI, Inc., Yellow Springs, OH, United States) to monitor the concentration of glucose and xylose.

### Multiomic Sampling and Cell Dry Weight Measurement

During the fermentation, samples were collected at four growth stages: mid-glucose (about 50% glucose utilized), late-glucose (about 5–10 g glucose/L remaining), early-xylose (about 1 h after glucose was completely depleted) and mid-xylose (about 24 h after glucose was completely depleted) for transcriptomic, metabolomic, and proteomic analysis.

For RNA isolation and transcriptomic analysis, 10 ml of culture was collected in 15 ml conical tubes containing 1.25 ml ice-cold unbuffered phenol and ethanol mixture (5:95, vol/vol) and processed as described previously (Schwalbach et al., 2012).

For metabolomic sampling, 3–5 ml of culture was taken out from the bioreactor using 5 ml syringes. After quick capped the syringe, samples were transfer into an anaerobic chamber for subsequent processing to avoid the exposure of oxygen and the disturbance of metabolites. Samples were then loaded on a pre-wet 0.45-micron Nylon membrane filter (Whatman, Cat# 7404-002, 25 mm) under vacuum filtration (Hoefer, Holliston, MA, United States Cat# FH225V) to quickly separate the cells from the liquid medium. The membrane with cells was submerged into 3 ml ice-cold Extracting Solution containing acetonitrile:methanol:water (50:25:25) mixture and quickly vortexed. Samples were then removed from the anaerobic chamber and centrifuged at 18000 × *g* for 3 min at 4°C. One ml of supernatant was transferred in 1.5 ml Eppendorf tube, and quickly frozen in dry ice/ethanol bath and stored at −80°C.

For proteomic sampling, 2 ml of culture was collected and transferred into chilled 2 ml Microcentrifuge tubes. Cells were pelleted by centrifugation at 18000 × *g* at 4°C for 3 min, supernatant was removed, and cell pellets were quickly frozen in dry ice/ethanol bath for 5 min, and then stored at −80°C.

For dry cell weight (DCW) measurement, 25 ml of cells were collected, and after an OD_600_ measurement, 10–20 ml cells (total OD_600_ is about 30–40) were then loaded on a pre-wet 0.22 μM S-PaK membrane filter (Millipore, Cat# GSWG047S6, 47 mm) on the Nalgene filtration assembly (Nalgene, now Thermo Fisher Scientific, for 47 mm filter). The filter and cells were then washed with 5 ml Nanopure water and cells were dried in a desiccant chamber for 3–5 days and then weighed. The S-PaK membrane filters before the filtration were also pre-dried in desiccant chamber and weighed. The DCW values in milligrams per mL per OD_600_ of culture was calculated by the subtraction of the filter weight after filtration to that before filtration, and then normalized by volume of cells collected and its OD_600_.

### RNA Isolation and RNA-Seq Gene Expression Analysis

RNA was isolated from cells that were captured in phenol and ethanol solution as described previously (Rhodius and Gross, 2011). RNA samples were DNase treated and submitted to the University of Wisconsin Biotechnology Center (UWBC) Gene Expression Center for rRNA subtraction by Illumina RiboZero Bacteria Kit and paired-end library generation using the Illumina TruSeq Stranded Total RNA Library kit. Libraries were sequenced at 2 bp × 125 bp on an Illumina HiSeq2500 using v4 chemistry at the UWBC DNA Sequencing Facility. Reads were filtered for low quality and adapter readthrough using trimmomatic version 0.30 (Bolger et al., 2014) using the following parameters: ILLUMINACLIP:TruSeq3-PE.fa:2:22:10 SLIDINGWINDOW:4:28 MINLEN:75. Reads were aligned to *Z. mobilis* 2032 GenBank chromosome and plasmid sequences CP023677, CP023678, CP023679, CP023680, and CP023681 (Yang et al., 2018) using RSEM version 1.2.3 (Li and Dewey, 2011) and Bowtie version 1.0.0 (Langmead et al., 2009) using the following parameters: –paired-end –calc-ci –estimate-rspd –forward-prob 0 –phred33-quals.

RSEM expected counts were used for downstream differential expression analysis. Pearson correlation between vectors of counts that belong to biological replicates was employed to detect outlier libraries. All the retained libraries had inter-replicate Pearson correlation of at least 0.95. Features representing rRNA and tRNA, and genes with count sums less 5000 across all remaining samples were removed from the matrix. Gene count normalization and differential expression testing was performed using DESeq2 version 1.14.1 (Love et al., 2014) run on R version 3.3.0. Biclustering analysis of gene counts was performed using backSPIN run on python 2.7 (Zeisel et al., 2015).

### Proteomic Sample Preparation, Quantitation, and Data Analysis

#### Lysis and Digestion

Cells pellets were resuspended in 1 mL 6M GnHCl. Cells were lysed and protein was precipitated by adding MeOH to 90% final concentration. Samples was centrifuged at 15,000 × *g* for 15 min. Supernatant was discarded and pellets were dried for ∼5 min. Protein pellets were resuspended in 200 μL 8M urea, 100 mM Tris pH 8.0, 10 mM TCEP, and 40 mM chloroacetamide followed by dilution to 2M urea with 50 mM tris pH 8. Trypsin was added at an approximate ratio of 50:1, and samples were incubated overnight at ambient temperature. The supernatant was desalted over a PS-DVB cartridge and dried down. Peptides were resuspended in 0.2% formic acid and final peptide yield was estimated with absorbance at 205 nm with a nanodrop system (extinction coefficient = 31).

#### LC-MS/MS

For each analysis 0.5 μg was loaded onto a 75 μm i.d. 30 cm long capillary with an imbedded electrospray emitter and packed with 1.7 μm C18 BEH stationary phase. Peptides were eluted with in increasing gradient of acetonitrile over 100 min. Eluting peptides were analyzed with an Orbitrap Fusion Lumos. Survey scans were performed at *R* = 240,000. Data dependent top speed (1 s cycle time) MS/MS sampling of peptide precursors was performed with dynamic exclusion set to 20 s on precursors with charge states 2 to 5. MS/MS sampling was performed by quadrupole isolation = 0.7 Da, fragmentation by HCD with NCE = 30, max inject time = 11 ms, AGC = 3 × 10^4^ and analyzed in the ion trap with the “turbo” scan speed.

#### Data Analysis

Raw files were analyzed with the Maxquant v1.5.8.3 software program. Spectra was searched using the Andromeda search algorithm against a *Z. mobilis* database built from GenBank accessions CP023677, CP023678, CP023679, CP023680, and CP023681 (Yang et al., 2018). The default settings were applied except, fragment ion tolerance was set to 0.4 Da, match between runs was enabled, and label free quantitation was toggled on with the LFQ and protein label minimum ratio counts set to 1. Methionine oxidation and cysteine carbamidomethylation were set as variable and fixed modifications, respectively. Data for proteins that were not quantified in all of at least one condition were excluded from further analysis. Using the data analysis package Perseus v1.6.1.1, raw LFQ values were log2 transformed, missing values were imputed, and fold changes were calculated. To evaluate statistical significance of ratios, two sample *t*-tests were performed with the permutation based on FDR multiple hypothesis correction.

### Measurement of Internal Metabolite Abundances

Several different methods were used for measuring intracellular metabolites: AEX-LC-MS and IP-LC-MS were used for most intracellular metabolites, HILIC-MS was used for extracellular amino acids and GC-MS was used for intracellular sugar compounds.

#### Intracellular Metabolites by Ion-Pairing Liquid Chromatography Mass Spectrometry (IP-LC-MS)

Samples were vortexed and centrifuged at 13,000 × *g* for 10 min at 4°C to pellet protein and particulates. 400 μL of sample were mixed with 20 μL of ^13^C-labeled *Z. mobilis* cell extract and added to a 1.5 mL Eppendorf tube and dried under vacuum. Samples were reconstituted in water, and centrifuged at 13,000 × *g* for 10 min at 4°C to pellet additional protein and supernatant was applied to an ACQUITY UPLC HSS T3 reversed-phase column (Waters Corporation) with guard cartridge with an Ultimate HPG-3400RS pump and WPS-3000RS autosampler (Thermo Fisher). The LC system was coupled to a TSQ Quantiva Triple Quadrupole mass spectrometer (Thermo Scientific) by a heated ESI source. The Ion Transfer Tub Temp and Vaporizer Temp was kept at 350°C. For targeted analysis, the MS was operated in single reaction monitoring (SRM) mode acquiring scheduled, targeted scans to quantify selected compound transitions. All transitions and collision energies were previously optimized by infusion of each compound. The retention time window ranged from 2.5 to 10.0 min and the Use Calibrated RF Lens option was selected. MS acquisition parameters were 0.7 FWHM resolution for Q1 and 1.2 FWHM for Q3, 0.5 s cycle time, 1.5 mTorr CID gas, and 3 s Chrom Filter. Raw files were processed using Xcalibur Quan Browser (v4.0.27.10, Thermo Scientific) with results exported and further processed using Microsoft Excel 2010. Quantification was achieved through use of an external calibration curve constructed from the analysis of aqueous metabolite standard mixtures spiked into 13C-labeled metabolite extract and final metabolite concentrations normalized by DCW of cell pellet collected for extraction.

LC-MS/MS analyses were performed using a randomized sample order. An Ultimate HPG-3400RS pump and WPS-3000RS autosampler (Thermo Fisher) were mated to an ACQUITY UPLC HSS T3 reversed-phase column (2.1 mm × 150 mm, 1.8 μm particle diameter, Waters Corporation) with guard cartridge. The autosampler was cooled to 4°C and the needle bottom offset was set to 5 mm to avoid the potential of introducing protein precipitated in the bottom of the autosampler vial. Mobile phase A was 18.2 MΩ-cm water containing 10 mM tributylamine and 15 mM acetic acid (pH ∼4.85). Mobile phase B was methanol and gradient elution was performed at 0.375 mL/min with the column heated to 45°C.

The gradient method for separation was as follows: 0.0 to 12.0 min (hold at 2% B), 12.0 to 13.0 min (2–25% B), 13.0 to 25.0 min (25–75% B) 25.0 to 25.5 (75–100% B), 25.5 to 26.5 min (hold at 100% B), 26.5 to 27.0 min (100–2% B), 27.0 to 29.5 min (hold at 2% B), 29.5 to 30.0 min (increase flow rate to 0.550 mL/min), 30.0 min to 35.0 min (hold at 2% B). The LC system was coupled to a TSQ Quantiva Triple Quadrupole mass spectrometer (Thermo Scientific) by a heated ESI source. The Ion Transfer Tub Temp was kept at 350°C as was the Vaporizer Temp. Sheath Gas was set to 22 units, Auxiliary Gas to 3 units, and Sweep Gas to 1 unit. Negative and positive spray voltages were static and set to 3800 and 4000 V, respectively. For targeted analysis, the MS was operated in SRM mode acquiring scheduled, targeted scans to quantify selected compound transitions. All transitions and collision energies were previously optimized by infusion of each compound. The retention time window ranged from 2.5 to 10.0 min and the Use Calibrated RF Lens option was selected. MS acquisition parameters were 0.7 FWHM resolution for Q1 and 1.2 FWHM for Q3, 0.5 s cycle time, 1.5 mTorr CID gas, and 3 s Chrom Filter.

Raw files were processed using Xcalibur Quan Browser (v4.0.27.10, Thermo Scientific) with results exported and further processed using Microsoft Excel 2010. Quantification was achieved through use of an external calibration curve constructed from the analysis of aqueous metabolite standard mixtures spiked into 13C-labeled metabolite extract.

#### Intracellular Metabolites by Anion-Exchange Liquid Chromatography Mass Spectrometry (AEX-LC-MS)

A tube of 13C-labeled metabolite extract from Pichia Pastoris (Cambridge Isotope Labs) was reconstituted in 2.5 mL of water. Ten microliters of 13C extract were mixed with 140 μL of sample in a 1.5 mL Eppendorf tube. Samples were vortexed and centrifuged at 13,000 × *g* for 10 min to pellet particulates. One hundred microliters of sample were added to a to a low volume autosampler vial with tapered insert.

Mixed calibration standards were created from 5 to 10 mM stock solutions of each metabolite and serially diluted to create a concentration range from 0.098 to 200 μM. Ten microliters of 13C extract was added to each 150 μL standard prior to bringing up to full volume. Samples and standards were stored at 4°C until queued for analysis.

LC-MS/MS analyses were performed using a randomized sample order. An Ultimate HPG-3400RS pump and WPS-3000RS autosampler (Thermo Fisher) were mated to an IonPac AS-11 HC strong anion-exchange analytical column (2 mm × 250 mm, 9 μm particle diameter, Thermo Scientific) with guard column. The autosampler was cooled to 4°C. The injection volume was varied from 2 to 10 μL. Mobile phase A was 1 mM NaOH and mobile phase B was 100 mM NaOH and were degassed and then blanketed with helium for the duration of the analysis. Gradient elution was performed at 0.350 mL/min. Column eluent was passed through a 2 mm AERS 500 suppressor operated via a reagent-free controller (RFC-10, Dionex) set to 100 mA. The suppressor was operated in external water regeneration mode with water delivered at 2.0 mL/min by an Agilent 1100 binary pump. The column was heated to 40°C. The multi-step gradient method for separation was as follows: 0.0 to 5.0 min (hold at 12.5% B), 5.0 to 10.0 min (12.5–20% B), 10.0 to 17.5 min (20–27.5% B), 17.5 to 22.0 min (27.5–42.5% B), 22.5 to 35.0 min (42.5–100% B), 35.0 to 43.0 min (100% B), 43.0 to 43.1 (100–12.5% B, increase flow rate to 0.400 mL/min), 43 to 50 min (hold at 12.5% B). The LC system was coupled to a TSQ Quantiva Triple Quadrupole mass spectrometer (Thermo Scientific) by a heated ESI source kept. The Ion Transfer Tub Temp was kept at 350°C as was the Vaporizer Temp. Sheath Gas was set to 16 units, Auxiliary Gas to 3 units, and Sweep Gas to 2 units. Negative spray voltage was static and set to 3800 V. For targeted analysis the MS was operated in SRM mode acquiring scheduled, targeted scans to quantify selected metabolite transitions. All transitions and collision energies were previously optimized by infusion of each metabolite. The retention time window ranged from 5 to 10 min and the Use Calibrated RF Lens option was selected. MS acquisition parameters were 0.7 FWHM resolution for Q1 and 1.2 FWHM for Q3, 1 s cycle time, 1.5 mTorr CID gas, and 3 s Chrom Filter.

Raw files were processed using Xcalibur Quan Browser (v4.0.27.10, Thermo Scientific) with results exported and further processed using Microsoft Excel 2010. Quantification was achieved through use of an external calibration curve constructed from the analysis of aqueous metabolite standard mixtures.

#### Intracellular Amino Acids by Hydrophilic Interaction Liquid Chromatography Mass Spectrometry (HILIC-MS)

Samples were vortexed and centrifuged at 13,000 × *g* for 10 min to pellet particulates. Eighty microliters of sample was mixed with 100 μL 100 mM ammonium formate with 1.5% formic acid, 60 μL water, 10 μL 13C/15N-labeled amino acids internal standard (125 μM, Cambridge Isotope Labs), and 750 μL ACN so that the final sample composition was 75% ACN in 10 mM ammonium formate with 0.15% formic acid with the internal standard at 12.5 μM. Samples were centrifuged at 13,000 × *g* for 10 min at 4°C to pellet particulates and then 150 μL of sample was transferred to a low volume autosampler vial with tapered insert. Mixed calibration standards were created from 20 to 40 mM stock solutions of each amino and serially diluted to create a concentration range from 0.39 to 200 μM in 75% ACN with 10 mM ammonium formate and 0.15% formic acid. Ten microliters of 13C/15N-labeled standard was added to each standard prior to bringing up to full volume and then standards were transferred to autosampler vials. Samples and standards were stored at 4°C until queued for analysis.

LC-MS/MS analyses were performed using a randomized sample order. An Ultimate HPG-3400RS pump and WPS-3000RS autosampler (Thermo Fisher) were mated to an ACQUITY UPLC BEH Amide HILIC column (2.1 mm × 150 mm, 1.7 μm particle diameter, Waters Corporation) with guard cartridge. The autosampler was cooled to 4°C. Mobile phase A was 90% ACN with 10 mM ammonium formate and 0.15% formic acid. Mobile phase aqueous 10 mM ammonium formate with 0.15% formic acid. Gradient elution was performed at 0.400 mL/min. The column was heated to 35°C. The gradient method for separation was as follows: 0.0 to 3.0 min (hold at 5% B), 3.0 to 7.0 min (5–25% B), 7.0 to 12.0 min (25–50% B) 12.0 to 13.0 (hold at 50% B), 13.0 to 13.5 min (50–5% B, flow rate increased to 0.6 mL/min) 13.5 to 18.5 min (hold at 5% B). The LC system was coupled to a TSQ Quantiva Triple Quadrupole mass spectrometer (Thermo Scientific) by a heated ESI source. The Ion Transfer Tub Temp was kept at 350°C as was the Vaporizer Temp. Sheath Gas was set to 22 units, Auxiliary Gas to 13 units, and Sweep Gas to 1 unit. Negative and positive spray voltages were static and both set to 3800 V. For targeted analysis, the MS was operated in SRM mode acquiring scheduled, targeted scans to quantify selected compound transitions. All transitions, collision energies, and RF Lens voltages were previously optimized by infusion of each compound. The retention time window ranged from 2.5 to 4.0 min and the Use Calibrated RF Lens option was not selected. MS acquisition parameters were 0.7 FWHM resolution for Q1 and 1.2 FWHM for Q3, 1 s cycle time, 1.5 mTorr CID gas, and 3 s Chrom Filter.

Raw files were processed using Xcalibur Quan Browser (v4.0.27.10, Thermo Scientific) with results exported and further processed using Microsoft Excel 2010. Quantification was achieved by first generating an external calibration curve constructed from the analysis of aqueous amino acid standard mixtures along with labeled amino acid internal standards. A response factor was calculated for each amino acid relative to the internal standard and was used for quantification based upon the ratio of unlabeled amino acid to labeled internal standard in each sample.

#### Intracellular Sugar Metabolites by GC-MS

Samples were prepared without separation or filtering. Samples were thawed and vortexed to ensure thorough mixing. Preparation was done in National C4000-LV2W autosampler vials. First, 10 μL of each sample was dried using vacuum centrifugation. Then, 25 μL of a 20 mg/mL solution of *O*-methoxyamine-HCl in pyridine was added and the samples were vortexed and incubated at 37°C for 90 min. Next, 65 μL *N*-Methyl-*N*-(trimethylsilyl) trifluoroacetamide (MSTFA) was added, samples were vortexed, and incubated at 60°C for 30 min. Sample analysis was performed using a Trace 1310 GC coupled with an ISQ LT single quadrupole mass spectrometer (Thermo Scientific). The separation column used was a 30 m TraceGOLD TG-5SILMS (Thermo Scientific). Samples were injected in random order within each triplicate set (i.e., 951 was randomized, then 952, then 953). The gradient used was as follows: 0 to 2.00 min (hold at 150°C), 2.00 to 16.82 min (ramp 150–190°C), 16.82 to 18.12 min (ramp 190–255°C), 18.12 to 26.94 min (ramp 255–270°C), 26.94 to 27.94 min (ramp 270–320°C), 27.94 to 30.00 min (hold at 320°C). One μL was injected with a split ration of 1:10 for a nominal flow rate of 1.2 mL/min. The scan range used was 30–650 amu.

Raw files were processed with Thermo Scientific TraceFinder 4.0 General Quan software. Results were further processed with Microsoft Excel 2016. The external calibration curve comprised sugars at concentrations ranging from 0.2 to 500 μM. Linear regression curves formed using the standards allowed the back calculation of sample concentration using intensities. Height was determined to be the best method to quantify using this assay because most sugar species are not baseline resolved which leads to difficulty performing accurate peak area integration. Chromatographic co-elution and isobaric fragment ions shared between xylulose and ribulose posed a significant challenge to quantification. However, we observed two peaks when analyzing ribulose alone, though not baseline separated, and only one peak when running xylulose alone. Using this, we estimate ribulose contributes to the signal of xylulose by approximately 10–20% of total xylulose signal.

### Database Submissions and Accession Numbers

RNA-Seq data are available through the National Biotechnology Center Gene Expression Omnibus under accession number GSE135718. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2019) partner repository with the dataset identifier PXD015007.

## Results

### Synthetic Hydrolyzates Largely Recapitulated the Growth and Sugar Consumption of *Z. mobilis* 2032 in 9% ACSH

As described in Section “Materials and Methods,” we developed SynH3^–^ to mimic of highly concentrated 9% ACSH. Twenty-five LDIs were added to SynH3^–^ to create SynH3 (Tables 1, 2). This created a system in which we could directly compare the impacts of LDIs on the physiological responses and fermentative capabilities of *Z. mobilis* 2032. To this end we performed batch fermentations of *Z. mobilis* 2032 in both SynH3^–^ (i.e., without LDIs) and SynH3 (i.e., with LDIs) in biological triplicates. Cell density (by light scattering), glucose, xylose, and ethanol production were monitored for 85 h (Figure 1). Because *Z. mobilis* 2032 is unable to co-metabolize both glucose and xylose, our fermentations resulted in a characteristic biphasic growth pattern in which glucose was metabolized first followed by xylose once glucose was nearly depleted. Extracellular ethanol reached a maximal concentration of approximately 50 g/L (5%) in both SynH3 and SynH3^–^ once glucose was depleted. During glucose fermentation *Z. mobilis* 2032 showed similar growth, glucose uptake, and ethanol production in both SynH3 and SynH3^–^ and was comparable to fermentation of *Z. mobilis* 2032 in 9% ACSH (Yang et al., 2018). One significant difference was that a growth lag was observed in 9% ACSH, whereas no lag was seen in either SynH media (Yang et al., 2018). In contrast, although more than 80% of xylose was consumed in SynH3^–^ after 85 h, only about 50% of xylose was utilized in SynH3. This result is consistent with previous observations in which xylose utilization was notably reduced when *Z. mobilis* 2032 was grown in 9% ACSH (Yang et al., 2018). These results indicated that growth in SynH3 was able to recapitulate the LDI-induced inhibition of xylose utilization that was observed in 9% ACSH.

**FIGURE 1:**
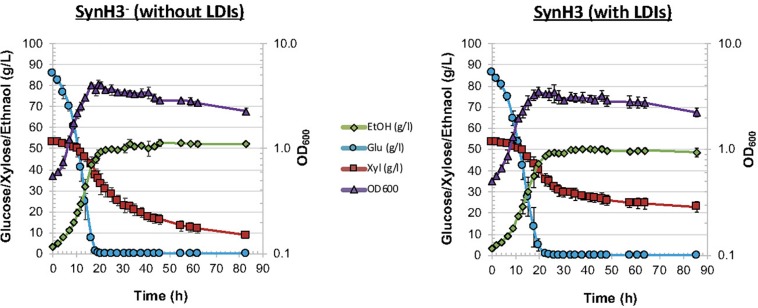
Fermentation of *Zymomonas mobilis* 2032 in SynH3^–^ and SynH3. Plots display cell growth by OD_600_ (purple triangles), glucose uptake (blue circles), and xylose uptake (red squares), and ethanol production (green diamonds) for comparative batch fermentations in SynH3^–^ and SynH3. Error bars denote standard deviation of mean values across three biological replicates.

These results indicated that LDIs do not appear to cause cell death, since glucose consumption and cell growth were not significantly different between SynH3^–^ and SynH3 fermentations. It is also possible that additive or synergistic effects of ethanol with LDIs on xylose utilization occur in our experiments. Previous studies investigating the effects of ethanol toxicity on *Z. mobilis* have observed negative impacts on cell growth and glucose consumption in *Z. mobilis* ZM4 in the presence of 5% ethanol in rich medium (He et al., 2012a). Our SynH3^–^ and SynH3 fermentations reached approximately 5% ethanol after glucose depletion; however, in the absence of LDIs, 5% ethanol does not inhibit xylose metabolism.

To characterize the cellular responses of *Z. mobilis* 2032 to SynH3^–^ and the LDIs present in SynH3, we collected samples for metabolomic, proteomic, and transcriptomic analyses at four different timepoints during our batch fermentations: mid-glucose (T1, about 50% glucose utilized), late glucose (T2, about 5–10 g glucose/L remaining), early xylose (T3, ∼1 h after glucose was completely depleted), and late xylose (T4, ∼24 h after glucose was completely depleted). 

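RNA-Seq libraries were made from the *Z. mobilis* strain grown in SynH3, the synthetic hydrolysate that holds the LDIs, and in SynH3-, which lacks them. Triplicate fermentations of each medium were sampled at T1, T2, T3 and T4, which gives 24 libraries in 8 groups of 3. The sample labels write the digits of the strain number in another order than the paper, and the paper's name was taken. The authors trimmed the reads with Trimmomatic, aligned them with Bowtie and estimated strand-specific counts per gene with RSEM, and they tested differences with DESeq2. The expected counts of RSEM, which had not been scaled between libraries, were the starting point here. They sum per library at T1 to 10863923 to 13155643 (median 12466248) in SynH3 and 11860325 to 13381652 (median 13134422) in SynH3-. At T2 they sum to 10972782 to 14449408 (median 11347035) and 9618981 to 11636948 (median 9829121), in the same order. The sums at T3 are 11035362 to 13690949 (median 13502878) and 11319317 to 11473793 (median 11427268). At T4 they are 10655434 to 14390730 (median 12635218) and 9553191 to 12098722 (median 11649949). The paper kept replicates with a Pearson correlation of at least 0.95. The means in the authors' deposited table equal those of 22 libraries to within a relative difference of 1e-9, and the other 300 sets tried did not reach this. The pair left out is SynH3 T1 replicate 2, with correlations of 0.930 and 0.932 to its replicates, and SynH3 T2 replicate 1, with 0.882 and 0.894. SynH3 T4 replicate 2, with 0.949 and 0.963, is among the 22. Values are therefore given first over the study's 22 libraries, with 2 libraries of SynH3 at T1 and T2 and 3 in every other group, and then over all 24. Counts were rounded, genes with a sum under 5000 were left out, and libraries were scaled by TMM, which leaves 1699 genes over the 22 libraries and 1712 over all 24. A quasi-likelihood model of edgeR with 1 term per group gave each log2 fold change of SynH3 over SynH3-. Each standard error is the size of that change divided by the square root of its F statistic, with a gene's spread taken over all groups. It is not the spread between the libraries of 1 time point, which the SD gives. The limits on the false discovery rate were those of the study, 0.02 at T1, 0.0073 at T2, 0.0047 at T3 and 0.00245 at T4. A test of the difference of that effect between time points took 0.05, since the study states none. Levels are given in CPM, the scaled counts as a share of the library total. Leaving out the pair lowers the common dispersion from 0.0447 to 0.0158.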

Using multiomics sampling, we were able to profile the relative expression levels of 1699 genes by RNA-Seq (Supplementary Table S1), 1587 proteins by LC-MS/MS proteomics (Supplementary Table S2), and using absolute levels, 63 intracellular and extracellular metabolites, including 18 intracellular and extracellular amino acids (Figure 2 and Supplementary Table S3).

**FIGURE 2:**
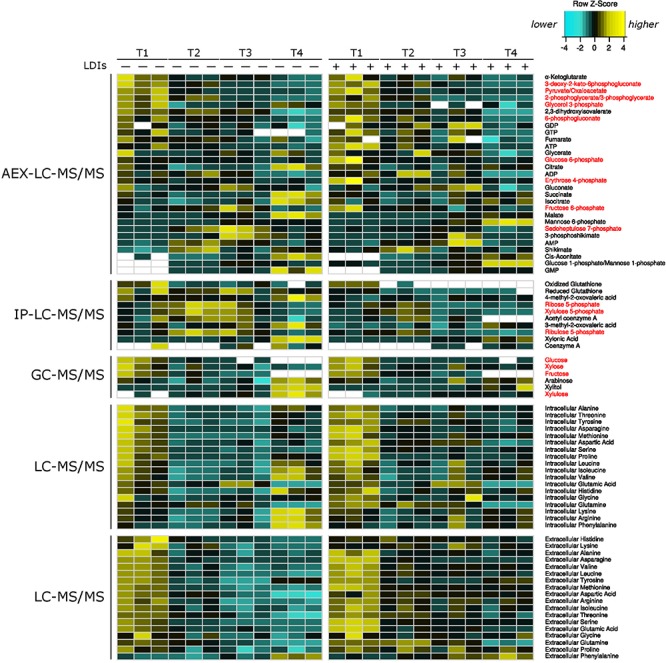
Heatmap of all metabolomics data. Heatmap of relative metabolite concentrations (rows) for each condition (columns) where metabolite concentration is scaled within each row. Yellow denotes higher metabolite levels and turquoise denotes lower metabolite levels, white denotes metabolite concentrations below the range of our standard curves. All concentrations were calculated as μmol/mg of dry cell weight for intracellular metabolites and as μM for extracellular amino acids. Metabolite names in red correspond to pentose phosphate and Entner–Doudoroff glycolysis metabolites. AEX-LC denotes anion exchange liquid chromatography and IP-LC denotes ion pair reversed-phase liquid chromatography.

### RNA-Seq Revealed a Complex and Dynamic Transcriptional Response to LDIs

RNA-Seq transcriptomics identified numerous differentially expressed genes between SynH3 and SynH3^–^ during the course of the fermentations. 

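In the study's 22 libraries, 5 genes differed between SynH3 and SynH3- past the limit at all 4 time points. They are ZMO0282, ZMO0283 and ZMO0285 of an RND efflux system, *nrdF* (ZMO0443) for a ribonucleotide reductase subunit, and ZMO1009 for a SapC family protein. ZMO1009 was lower in SynH3 throughout, with log2 fold changes of -0.83, -1.18, -0.60 and -0.47 at T1 to T4. *nrdF*, singled out after its values were seen, was higher at T1 to T3 (0.58, 0.72 and 0.47) and lower at T4 (-0.41). Over all 24 libraries only the 3 RND genes passed at every time point. Of 1699 genes over the 22 libraries, 57 passed at T1 (37 higher and 20 lower in SynH3), 138 at T2 (83 and 55), 271 at T3 (120 and 151) and 720 at T4 (359 and 361). At least 1 time point passed for 933 genes (54.9%), and none for 766. Across all 24 libraries 18 genes passed at T1 (12 and 6), 40 at T2 (24 and 16), 58 at T3 (26 and 32) and 320 at T4 (175 and 145). At least 1 time point passed there for 384 genes (22.4%). Every gene called over all 24 libraries at T1 and T2 was also called over the 22, as were 57 of the 58 at T3 and 319 of the 320 at T4. The SynH3 libraries lay wholly above or wholly below the SynH3- libraries for 668 genes at T1 (39.3%, against 20% by chance for 2 libraries against 3), 1001 at T2 (58.9%), 845 at T3 (49.7%, against 10% for 3 against 3) and 1035 at T4 (60.9%) of the study's libraries. Across all 24 these were 236, 518, 850 and 1043, against 10% by chance at each time point. The counts rest in part on single libraries. Over the 22, leaving out a SynH3 library of T1 or T2 leaves 1 in its group, with the spread taken from the other groups. Over the 22, the T1 count was 33 without SynH3 T1 replicate 1. The T2 count was 48 without SynH3 T2 replicate 2, 25 without its replicate 3, and 76, 70 and 68 without SynH3- T2 replicates 1, 2 and 3. The T3 count was 125 and 120 without SynH3 T3 replicates 1 and 3, and 177 and 116 without SynH3- T3 replicates 1 and 3. With all 24, the T1 count was 34 without SynH3 T1 replicate 2, and 9 and 8 without SynH3- T1 replicates 2 and 3. The T2 count was 89 without SynH3 T1 replicate 2, 24 without SynH3 T2 replicate 3, and 22, 20 and 13 without SynH3- T2 replicates 1, 2 and 3. At T3 it moved by over 1.5 times without any of 20 libraries, all but SynH3 T2 replicate 2, SynH3 T3 replicate 2 and SynH3 T4 replicates 2 and 3, from 9 without SynH3- T3 replicate 3 to 92 without SynH3 T2 replicate 1. At T4 it was 213 without SynH3 T4 replicate 3. The order of T2 and T3 depended on the fit, since a fit of each time point alone gave 259 genes at T2 and 147 at T3 over the 22 libraries, and DESeq2 gave 129 and 124 over all 24 (237 and 398 over the 22). Scaling by total counts alone raised the median log2 fold change of all genes by 0.31 at T3 and 0.12 at T4. It then called 93 genes higher and 32 lower at T2, 486 and 48 at T3, and 421 and 259 at T4 over the 22 libraries, so the balance of higher and lower genes at T3 depends on the scaling. In all 24 it shifted T1 by -0.15 and called 9 and 10 genes at T1, 31 and 8 at T2, 166 and 6 at T3, and 249 and 88 at T4.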

Overall, the number differentially expressed genes increased with subsequent timepoints and almost all genes in *Z. mobilis* 2032 were found to be differentially expressed at atleast one timepoint (Figure 3A). In contrast, our proteomics data identified far fewer proteins as differentially expressed, with T2 (about 5–10 g glucose/L remaining) having the highest number of differential protein levels (Figure 3B). Principal component analysis (PCA) of transcriptomic and proteomic data revealed that sample timepoint accounted for the greatest variance across samples, with biological replicates forming tight and distinct clusters in the transcriptomic data (Figure 4). 

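Of 20 listed chaperone and protease genes, which leave out *lon1* (ZMO0376), 13 rose and 4 fell from T1 to T4 in SynH3- and 14 rose and 4 fell in SynH3 over the study's 22 libraries, the same when adjusted over the list alone. Over all 24 the numbers were 13 and 4 in SynH3- and 15 and 2 in SynH3 (15 and 3 adjusted over the list alone). *clpB* (ZMO1424), which encodes a disaggregating chaperone, rose from T1 to T4 by a log2 fold change of 2.04 in SynH3- (adjusted p = 8.59e-12) and 1.20 in SynH3 (adjusted p = 2.96e-07), over the study's 22 libraries. *groEL* (ZMO1929) for a chaperonin rose by 0.54 (adjusted p = 0.00131) and 1.52 (adjusted p = 3.14e-08). In all, 1486 of 1699 genes changed between T1 and T4 in SynH3- (725 higher at T4) and 1430 in SynH3 (697 higher at T4). With all 24 libraries 1350 and 1330 of 1712 changed, with *clpB* at 2.04 (adjusted p = 1.70e-10) and 1.25 (adjusted p = 1.53e-07). Time point took 86.6% of the variance of log2 CPM over the 22 libraries, medium 9.70% and the spread between replicates 3.68%. In all 24 libraries the shares were 81.1%, 8.88% and 10.0%. The first component held 66.1% of the variance and the second 18.1% over the 22 libraries, and 63.8% and 16.7% over all 24. SynH3 T1 replicate 2 and SynH3 T2 replicate 1 lie away from their replicates.

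**Figure D1:**
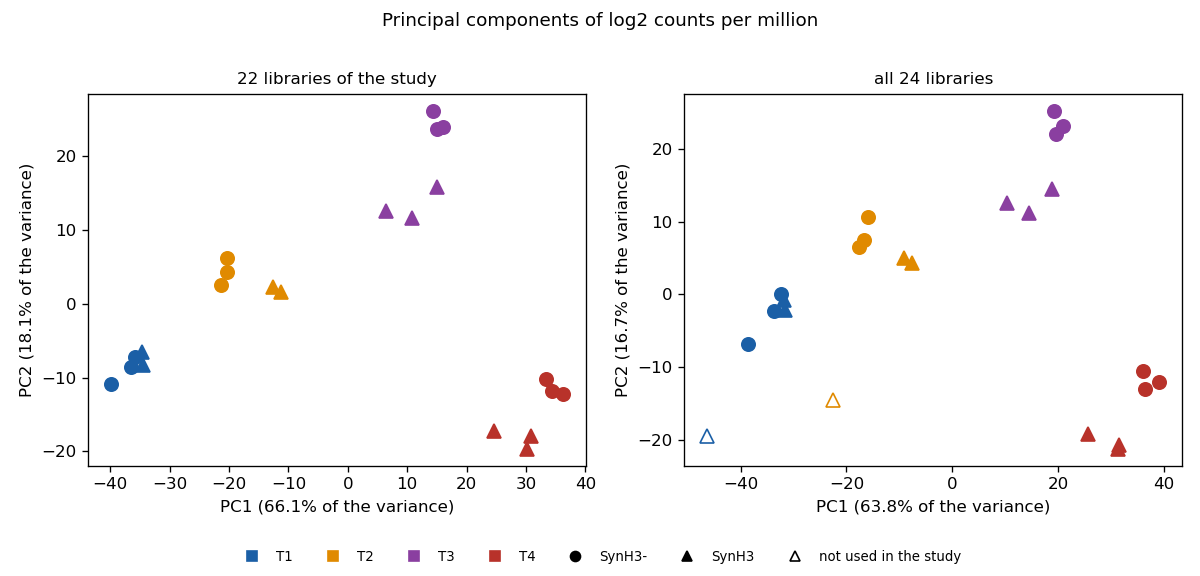
Scores of the libraries on the first and second principal components of log2 CPM, over the study's 22 libraries (66.1% and 18.1% of the variance) and over all 24 (63.8% and 16.7%), with colours for time points, circles for SynH3-, triangles for SynH3 and open symbols for libraries the study did not use. The libraries group by time point, and the 2 open triangles stand apart from the other SynH3 libraries of T1 and T2.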

Bi-clustering of transcriptomic data was consistent with PCA and produced distinct clustering by timepoint, with biological replicates clustering together into distinct clades at each time point (Figure 5). 

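Of 98 genes tested on the plasmids ZMOp32, ZMOp33, ZMOp36 and ZMOp39, 54 had their highest mean in SynH3- at T4 over the study's 22 libraries and 54 over all 24. Of 20 chaperone and protease genes, 11 had it in SynH3- at T3 over the 22 libraries and 11 over all 24. *clpB* (ZMO1424) reached 59737 ± 1649.5 (SD, n = 3) CPM there, against 28575 ± 3441 (SD, n = 3) in SynH3 at the same time point. Over all 1699 genes and the 22 libraries, the highest mean fell in SynH3- at T1 for 380 genes and in SynH3 at T1 for 169. At T2 these were 134 and 94, at T3 274 and 14, and at T4 350 and 284. From all 24 libraries and 1712 genes, SynH3- T1 held 209 genes and SynH3 T1 353, so the order of these groups differs between the sets of libraries. The other groups held 129 (SynH3-) and 122 (SynH3) at T2, 272 and 15 at T3, and 347 and 265 at T4. The group of the highest mean is a description, and no test stands behind it.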

A total of seven gene clusters were identified, with each cluster corresponding to the timepoint and condition at which the highest expression of those genes was observed across all timepoints. Gene ontologies (GO) and KEGG pathways were used for gene-set-enrichment analysis (GSEA) of each cluster via hypergeometric tests and Holm multiple hypothesis testing correction (Supplementary Table S4). 

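Ribosomal protein genes fell from the glucose to the late xylose stage in both media. Over the study's 22 libraries 50 of 50 were lower at T4 than at T1 in SynH3-, with a median log2 fold change of -2.51, and 49 in SynH3 with a median of -2.15. *rpsD* (ZMO1366), for a protein of the small subunit, fell by 2.00 on the log2 scale in SynH3- (adjusted p = 2.11e-11) and had 0.13 in SynH3 (adjusted p = 0.414). Of 20 aminoacyl-tRNA synthetase genes, 18 were lower and 2 higher at T4 in SynH3-, and 15 were lower and 2 higher in SynH3. For all 24 libraries 51 and 50 of 51 ribosomal protein genes and 17 and 17 of 20 synthetase genes were lower at T4, in SynH3- and SynH3. Adjusted over the list alone, 50 and 49 ribosomal protein genes and 18 and 15 synthetase genes were lower over the 22 libraries. The ribosomal list moved down relative to other genes by camera with its preset correlation (adjusted p = 3.22e-12 in SynH3- and 3.22e-12 in SynH3), and gave adjusted p = 0.564 and 0.564 with an estimated correlation. The synthetase list gave adjusted p = 7.76e-04 and 0.00541 by camera, and adjusted p = 0.564 and 0.564 with an estimated correlation. The highest mean of 48 of the 50 ribosomal protein genes lay at T1, for 33 in SynH3- and 15 in SynH3, and over all 24 libraries for 13 and 36 of 51. Between the media, no ribosomal protein gene passed at T1 or T2 with edgeR, while 0 were higher and 2 lower at T1, and 1 and 9 at T2, at an unadjusted p under 0.05. DESeq2 called 0 at T1 and 0 at T2. At T4 7 ribosomal protein genes were higher in SynH3 and 1 lower over the 22 libraries (4 and 0 adjusted over the list alone), and 2 and 0 over all 24. The number higher at T4 was 4 without SynH3 T4 replicate 1 or 2 over the 22. The number lower was 0 without SynH3 T4 replicate 2, 3, SynH3- T4 replicate 1 or 3 and 2 without SynH3- T4 replicate 2. Across all 24 the number higher was 1 without SynH3- T4 replicate 1, 2, 3, SynH3 T4 replicate 1 or 3. Scaling by total counts alone called 11 higher and 0 lower at T4.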

GSEA showed that transcription in both SynH3^–^ and SynH3 at T1 was enriched for growth genes such as ribosomal proteins and aminoacyl-tRNA biosynthesis, which is consistent with effects on glucose metabolism and logarithmic growth at this timepoint. At T1, SynH3 samples (gene cluster 2) also showed enrichment for sulfur, purine, seleno-compound metabolism, and aminoacyl-tRNA biosynthesis KEGG pathways. 

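Sulfate assimilation stands out in SynH3 at T1. All 7 genes of the operon *cysCNDG1HIJ* (ZMO0003-0009), which encode the steps from sulfate to sulfide, had their highest mean of the 8 groups there, over the study's 22 libraries and over all 24. *cysH* (ZMO0007), for the reductase of activated sulfate, had 986 ± 149.6 (SD, n = 2) CPM in SynH3 and 254 ± 4.38 (SD, n = 3) in SynH3-. This is a log2 fold change of 1.96 (standard error 0.09, adjusted p = 1.47e-12). A list of purine synthesis genes, which is not the KEGG pathway of the paper, was less clear. Of 13 listed purine synthesis genes, which leave out *purE* (ZMO1420) and *guaB* (ZMO1321), 5 had their highest mean in SynH3 at T1 over the 22 libraries and 11 over all 24. No purine gene differed between the media at T1 with edgeR, while 0 were higher and 1 lower at an unadjusted p under 0.05 (2 and 0 over all 24), and DESeq2 called 0 (0 over all 24). Their median log2 fold change at T1 was -0.02 over the 22 libraries and 0.28 over all 24. At T2 the list had a median of -0.26 (camera, adjusted p = 0.0296; adjusted p = 0.921 with an estimated correlation). *cysH* passed over the 22 without each library in turn whose group then keeps more than 1. Over all 24 it had 1.50 (adjusted p = 0.0233), past the limit only without SynH3 T1 replicate 2 (1.96, adjusted p = 2.93e-11).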

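*clpS* (ZMO1725), for the adaptor that directs substrates to the Clp protease, was lower in SynH3 at T4, with 54.1 ± 12.1 (SD, n = 3) CPM in SynH3 and 233 ± 19.6 (SD, n = 3) in SynH3-. Its log2 fold change was -2.10 (standard error 0.15, adjusted p = 6.39e-10). *clpA* (ZMO0405), for the ATPase subunit of the same protease, was higher, with 2.15 (adjusted p = 4.27e-09). Both passed over all 24 libraries, with -2.10 (adjusted p = 2.64e-07) and 2.15 (adjusted p = 2.64e-07). Of 20 chaperone and protease genes, 5 were higher in SynH3 and 3 lower over the 22 libraries (5 and 3 adjusted over the list alone), and 4 and 2 over all 24. Of 15 thiol redox and peroxide defence genes, 2 were higher and 4 lower in SynH3 at T4 over the 22 (2 and 4 adjusted over the list alone), and 1 and 1 over all 24. Scaling by total counts alone left 1 of them lower over the 22. Over the 22 the redox genes higher were 1 without SynH3 T4 replicate 1, 3, SynH3- T4 replicate 1 or 3, and those lower 2 without SynH3- T4 replicate 2. With all 24 the chaperone and protease genes lower were 1 without SynH3- T4 replicate 3 or SynH3 T4 replicate 1. The redox genes had their highest mean in SynH3- at T4 for 2 and in SynH3- at T3 for 5. Of the 22 glucose and xylose conversion genes of Table S6, 0 had the highest mean in SynH3- at T4, over the 22 libraries and over all 24, and 11 had it at T1 in either medium (12 over all 24). From T1 to T4, 16 of the 22 fell and 3 rose in SynH3-, and 16 fell and 1 rose in SynH3.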

At T4, SynH3^–^ samples (gene cluster 7) were highly enriched for glycolysis–gluconeogenesis KEGG pathway and to lesser extent cell redox homeostasis and proteolysis GO terms. Our GSEA broadly highlights various impacts of LDIs at early glucose stages of fermentation and potential key differences in cellular activity between SynH3 and SynH3^–^ later when xylose was the primary carbon source.

**FIGURE 3:**
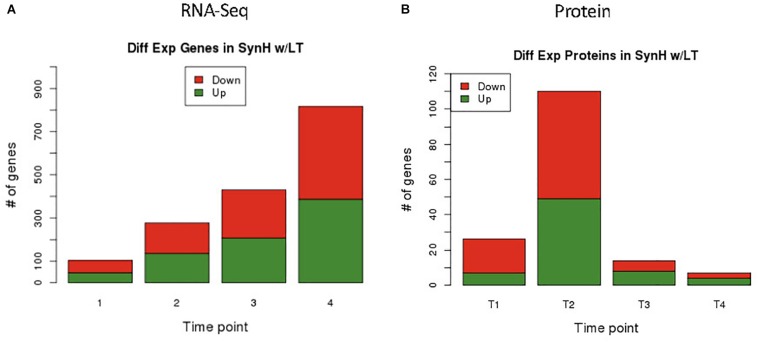
Differential expression results of genes by RNA-Seq **(A)** and proteins by LC-MS/MS **(B)**. From RNA-Seq data we identified 105, 287, 431, 818 differentially expressed genes in T1, T2, T3, and T4 respectively. Minimum FDR values for RNA-Seq statistical significance were set as follows: T1 FDR < 0.02, T2 FDR < 7.3E-3, T3 FDR < 4.7E-3, and T4 FDR < 2.45E-3. Different FDR values were selected to keep potential false positive hits to less than one for all comparisons. From proteomics data we identified 27, 111, 15, and 8 differentially expressed proteins in T1, T2, T3, and T4 respectively using a static FDR < 0.05.

**FIGURE 4:**
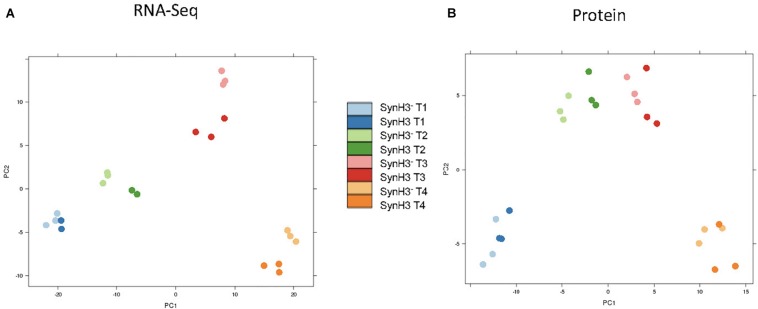
Principal coordinate analysis (PCA) plots of transcriptomic **(A)** and proteomic data **(B)**. Samples are color coded by timepoint and media. There were 2–3 biological replicates in each condition.

**FIGURE 5:**
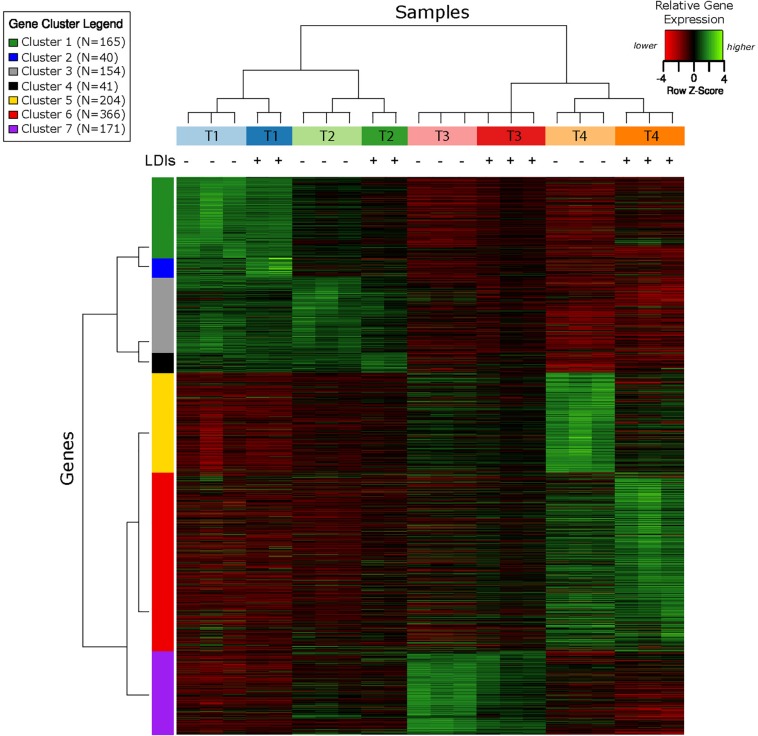
Bi-clustering analysis of gene expression reveals seven distinct clusters of gene expression patterns. Heatmap of relative gene expression (rows) for each condition (columns) where gene expression is scaled within each row. Samples are color coded by timepoint and media, with + or – additionally used to indicate the presence of LDIs in each sample. There were 2–3 biological replicates in each condition. The seven gene clusters are labeled with different colors.

### LDIs Induced Upregulation of Sulfur Assimilation Pathway Genes at Mid-Glucose (T1) Stage

At T1 approximately 100 genes were identified by RNA-Seq as differentially expressed in SynH3 relative to SynH3^–^ (at an FDR < 0.02; Supplementary Table S1). 

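The gene with the largest increase at T1 was ZMO0055, annotated as an anion permease and sulfite exporter, followed by ZMO1849, which encodes a protein of an alginate export family. ZMO1849 had 244 ± 275 (SD, n = 2) CPM in SynH3 and 11.5 ± 0.291 (SD, n = 3) in SynH3-. The log2 fold change was 4.41 (standard error 0.48, adjusted p = 1.49e-06). *hisC4* (ZMO0562), for a histidinol-phosphate aminotransferase, had 3.18 (adjusted p = 8.02e-06). The largest decreases were in ZMO1437 (-1.21, adjusted p = 2.95e-04), *cyaB* (ZMO0254) of a Type I secretion system, and *pepX* (ZMO1408) for a peptidase (adjusted p = 2.79e-07). *pepX* had 132 ± 2.33 (SD, n = 2) CPM in SynH3 and 264 ± 7.32 (SD, n = 3) in SynH3-. Among all 24 libraries ZMO1849 had 3.86 (adjusted p = 0.00462), *hisC4* 2.69 (adjusted p = 0.0140) and *pepX* -0.99 (adjusted p = 1.13e-06). There the increase of ZMO0055 and ZMO1849 again ranked first, and the largest decreases were those of *pepX* and ZMO0252. ZMO1437 had -0.53 over all 24 and did not pass (adjusted p = 0.588). At an unadjusted p under 0.05, 335 genes differed at T1 over the 22 libraries and 196 over all 24. The levels of the strongest genes varied between the SynH3 fermentations, and ZMO1849 had 2.10 and *hisC4* 1.44 without SynH3 T1 replicate 1. In all 24 ZMO1849 did not pass without SynH3 T1 replicate 1 (adjusted p = 0.0248), SynH3- T1 replicate 1 (0.0332), 2 (0.0377) or 3 (0.0448). *hisC4* did not pass there without SynH3 T1 replicate 1 (adjusted p = 0.131), SynH3 T3 replicate 1 (0.0211), 3 (0.0211), SynH3- T1 replicate 1 (0.0661), 2 (0.0661), 3 (0.0932), SynH3- T2 replicate 1 (0.0210), 2 (0.0215), SynH3- T3 replicate 1 (0.0212), SynH3- T4 replicate 1 (0.0214) or 2 (0.0201). In a fit of T1 alone over the 22 libraries neither passed (adjusted p = 0.0478 and 0.0589).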

T1 differentially expressed genes are highly enriched for upregulation of KEGG sulfur metabolism pathway (KO00920). 

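The sulfate assimilation operon rose in SynH3 at T1 over the study's 22 libraries. *cysD* (ZMO0005), for the small subunit of sulfate adenylyltransferase, had 843 ± 519.8 (SD, n = 2) CPM in SynH3 and 97.0 ± 16.2 (SD, n = 3) in SynH3-. On the log2 scale the change was 3.12 (standard error 0.26, adjusted p = 4.28e-08). *cysC* (ZMO0003), for adenylyl-sulfate kinase, had 215 ± 79.1 (SD, n = 2) CPM in SynH3 and 28.7 ± 18.9 (SD, n = 3) in SynH3-, with 2.91 (adjusted p = 1.58e-06). *cysN* (ZMO0004), for the large subunit of the adenylyltransferase, and *cysG1* (ZMO0006), for a siroheme synthase, had 2.92 (adjusted p = 1.20e-07) and 2.69 (adjusted p = 7.11e-07). *cysI* (ZMO0008) and *cysJ* (ZMO0009), for sulfite reductase, had 2.00 (adjusted p = 2.05e-07) and 1.89 (adjusted p = 2.25e-05). All 7 genes of *cysCNDG1HIJ* passed, and 7 passed when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. As a list they rose relative to other genes (camera, adjusted p = 3.65e-21; adjusted p = 0.0117 with an estimated correlation). Over all 24 libraries 2 passed, *cysC* with 2.45 (adjusted p = 0.0102) and *cysN* with 2.41 (adjusted p = 0.0125) (7 adjusted over the list alone; camera, adjusted p = 5.84e-06; adjusted p = 0.991 with an estimated correlation), and DESeq2 called 6. The other 5 had adjusted p from 0.0233 to 0.155. SynH3 T1 replicate 2 had 40.1 CPM of *cysD*, below the other SynH3 libraries at T1 (1205 and 474). Without it 7 genes passed over the rest, and none passed without SynH3 T1 replicate 1 or 3 or without SynH3- T1 replicate 2 or 3, where *cysC* had adjusted p = 0.0840, 0.0238, 0.0734 and 0.0892, and *cysN* 0.113, 0.0238, 0.0775 and 0.107. Over the 22 libraries all 7 passed without each library in turn whose group then keeps more than 1. Without SynH3 T1 replicate 1, which leaves 1 SynH3 library at T1, *cysG1* fell to 1.55 and *cysJ* to 1.03. In a fit of T1 alone over the 22 libraries, *cysC* (adjusted p = 0.0478), *cysN* (0.0252), *cysG1* (0.0427) and *cysJ* (0.0541) did not pass and the other 3 did.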

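In SynH3 at T1, genes of the *ssuACB* cluster ZMO1260 to ZMO1265 and the *sseA* cluster ZMO1459 to ZMO1463 rose beside the sulfate assimilation operon. ZMO1463, for a TonB-dependent receptor that moves substrates across the outer membrane, had 244 ± 223 (SD, n = 2) CPM in SynH3 and 51.2 ± 14.7 (SD, n = 3) in SynH3-. Its log2 fold change over the study's 22 libraries was 2.25 (standard error 0.35, adjusted p = 1.89e-04). *rspA* (ZMO1264), annotated as an epimerase or related enzyme, had 1.37 (adjusted p = 2.79e-07), ZMO1260 for another TonB-dependent receptor 1.23 (adjusted p = 0.00438), and ZMO1461 for a phosphotransferase 1.42 (adjusted p = 1.45e-05). Of the 30 genes the study lists in Table S5, 29 were higher over the 22 libraries, all but *pnuC1* (ZMO1459) with 0.82 (adjusted p = 0.0326), and 30 when adjusted over the list alone, which is not independent evidence. Across all 24 libraries 8 passed and 23 when adjusted over the list alone, and *rspA* had 0.86 (adjusted p = 0.492). In ZMO1260 to ZMO1265, 6 of 6 were higher over the 22 libraries (camera, adjusted p = 7.67e-11; adjusted p = 0.0187 with an estimated correlation). Across all 24 edgeR called none of them, 4 were higher at an unadjusted p under 0.05, and DESeq2 called 2. In ZMO1459 to ZMO1463, 4 of 5 were higher over the 22 (5 adjusted over the list alone; camera, adjusted p = 9.28e-08; adjusted p = 0.0980 with an estimated correlation). With all 24 none was called by edgeR or DESeq2, and 1 was higher at an unadjusted p under 0.05. The genes of Table S5 gave adjusted p = 2.51e-60 by camera over the 22 libraries (adjusted p = 0.00300 with an estimated correlation) and 1.22e-17 over all 24 (adjusted p = 0.573 with an estimated correlation). The study listed these genes for their increase at T1 in these samples. The counts and list tests of Table S5 and its clusters at T1 are therefore not independent evidence. Over the 22, 19 of the 30 passed without SynH3 T1 replicate 1, where ZMO1260 (0.30, adjusted p = 0.570) and ZMO1463 (0.75, adjusted p = 0.107) no longer did. ZMO1260 also did not pass without SynH3- T1 replicate 1 (1.11, adjusted p = 0.0301). A block for the replicate number within a medium cannot check ZMO1260 or ZMO1463, since its terms overlap with the difference between media. Without SynH3 T1 replicate 1, 2 genes passed in each of these clusters. In all 24 the count for Table S5 was 3 without SynH3- T1 replicate 2 or 3, 4 without SynH3 T1 replicate 1 and 25 without SynH3 T1 replicate 2.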

Most of the top 30 upregulated genes at T1 fall into one of four gene clusters: ZMO0003 to ZMO0009 (*cysCNDG1HIJ*), ZMO0282-0285 (efflux transporter), ZMO1260-1265 (*ssuACB* and others), and ZMO1459-1463 (*sseA* and others) (Supplementary Table S5).

ZMO0003 to ZMO0009 contains genes encoding cysteine biosynthetic proteins (sulfate assimilation). In *E. coli*, upregulation of *cys* genes is induced by sulfur limitation (van der Ploeg et al., 2001). Several other upregulated genes also indicate a disruption of sulfur homeostasis by LDIs in SynH3 including ZMO1261-1263 (*ssuACB*), ZMO1460 (sulfurtransferase), ZMO0055 (sulfite exporter) and ZMO0748 (cysteine synthase) (Supplementary Table S5). 

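ZMO0055, annotated as a sulfite exporter, had 576 ± 593 (SD, n = 2) CPM in SynH3 and 16.5 ± 8.66 (SD, n = 3) in SynH3- at T1. The fold change was, in log2, 5.12 (standard error 0.48, adjusted p = 1.84e-07) over the study's 22 libraries. The standard error takes its spread from all groups, not from these 2 SynH3 libraries alone. *cysK* (ZMO0748), for cysteine synthase, had 1158 ± 813 (SD, n = 2) CPM in SynH3 and 163 ± 13.3 (SD, n = 3) in SynH3-, with 2.83 (adjusted p = 1.84e-07). *ssuA* (ZMO1261), for the binding protein of a sulfonate transporter, had 86.1 ± 83.9 (SD, n = 2) CPM in SynH3 and 9.77 ± 1.44 (SD, n = 3) in SynH3-, with 3.14 (adjusted p = 6.56e-06). *ssuC* (ZMO1262) and *ssuB* (ZMO1263), for its permease and ATPase, had 2.08 (adjusted p = 6.56e-06) and 2.15 (adjusted p = 2.41e-06). *sseA* (ZMO1460), for a sulfurtransferase, had the smallest increase, 1.00 (adjusted p = 8.81e-04). All 6 genes passed over the 22 libraries, also when adjusted over the list alone, which is not independent evidence for a list the study chose on these samples (camera, adjusted p = 2.68e-13; adjusted p = 0.0183 with an estimated correlation). With all 24 libraries ZMO0055 passed with 4.58 (adjusted p = 0.00232), and 5 of the 6 passed when adjusted over the list alone (camera, adjusted p = 0.00405; adjusted p = 1.000 with an estimated correlation). *cysK* had 2.30 (adjusted p = 0.0375), *ssuA* 2.58 (adjusted p = 0.0780) and *sseA* 0.53 (adjusted p = 0.654). The levels in SynH3 T1 replicate 2, which the study left out, were 32.2 CPM for ZMO0055 and 91.6 for *cysK*. Over all 24, ZMO0055 did not pass without SynH3- T1 replicate 2 (4.39, adjusted p = 0.0283) or replicate 3 (4.36, adjusted p = 0.0281). It fell there to 2.52 without SynH3 T1 replicate 1, and without SynH3 T1 replicate 2 the number passing was 5. Over the 22, *sseA* did not pass without SynH3 T1 replicate 3 (0.90, adjusted p = 0.0275). Without SynH3 T1 replicate 1, 4 of the 6 passed and *ssuC* and *ssuB* did not. ZMO0055 fell there to 3.24, *cysK* to 1.84 and *ssuA* to 1.45. In a fit of T1 alone over the 22 libraries none of the 6 passed, with adjusted p from 0.0252 for *cysK* to 0.0707 for *sseA*.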

Upregulation of *cys* genes was also observed in *E. coli* grown in SynH containing LDIs (Keating et al., 2014). Miller et al. (2009) also found that the expression of genes and regulators associated with the biosynthesis of cysteine and methionine was increased by furfural treatment in *E. coli*. Most of the T1 upregulated genes involved in the biosynthesis of cysteine (sulfate assimilation) were only upregulated at this timepoint and returned to levels equivalent to non-LDI challenged cells at subsequent timepoints. These results suggest that disruption of sulfur homeostasis is an early and substantial effect of LDIs.

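In SynH3 the sulfate assimilation genes fell after T1, with *cysD* (ZMO0005) lower at T4 than at T1 by 3.83 on the log2 scale over the study's 22 libraries (adjusted p = 3.32e-11) and by 3.28 over all 24 (adjusted p = 9.02e-05). Between the media *cysD* had log2 fold changes of -0.30, -0.11 and -0.38 at T2, T3 and T4, *cysC* -0.15, -0.24 and 0.96, and *cysG1* 0.08, 0.32 and 0.10, over the 22 libraries, and none of these passed. Of the operon, *cysH* passed at T4, in the other direction (-0.84, adjusted p = 2.74e-08), and over all 24 libraries it did not (-0.84, adjusted p = 0.0504). The test of the difference between time points compared the effect at T1 with the mean effect at T2 to T4. The effect was larger at T1 for all 7 genes of *cysCNDG1HIJ* over the 22 libraries, with *cysD* at 3.38 (standard error 0.29, adjusted p = 1.93e-07). It was also larger for 6 of 6 other sulfur genes the study names, with *cysK* (ZMO0748) at 3.17 (adjusted p = 3.85e-07). In all 24 libraries it was larger for 5 of the 7 (7 adjusted over the list alone), with *cysD* at 2.89 (adjusted p = 0.0183), and for 3 of the 6. All 7 operon genes passed this test over the 22 without each library in turn whose group then keeps more than 1. Across all 24, 1 passed without SynH3- T1 replicate 2, SynH3- T1 replicate 3 or SynH3 T1 replicate 1, 3 passed without SynH3- T2 replicate 3 or SynH3- T4 replicate 3, and 7 without SynH3 T1 replicate 2. Scaling by total counts alone lowered the median difference of all genes between T1 and later by 0.22 over the 22 libraries and 0.30 over all 24, and the same counts of operon genes, 7 and 5, passed. From these responses at T1 the paper proposes that the LDIs disturb sulfur homeostasis early and strongly.

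**Figure D2:**
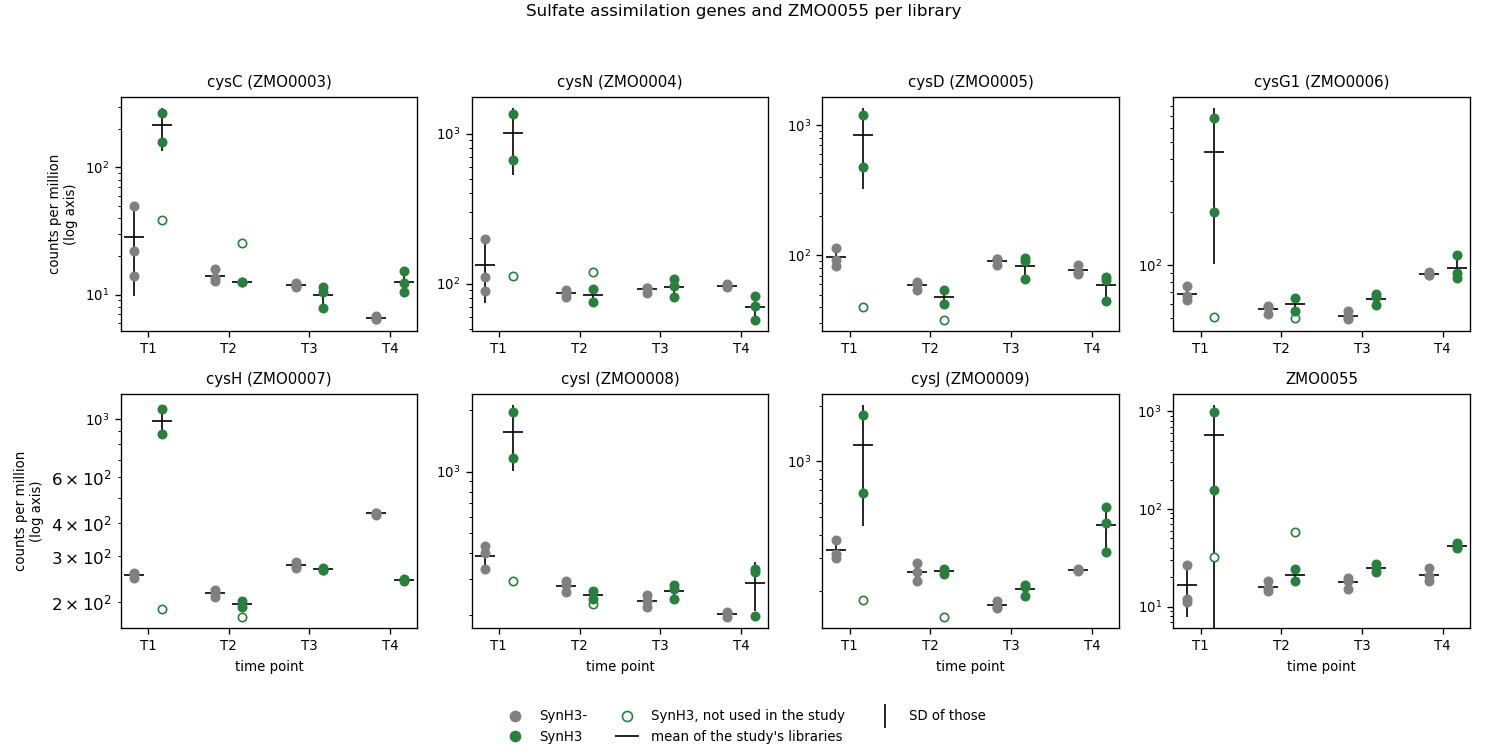
CPM (log axis) of *cysC*, *cysN*, *cysD*, *cysG1*, *cysH*, *cysI*, *cysJ* and ZMO0055 in each library by time point and medium, with a bar for the mean, a line for the SD and open symbols for libraries the study did not use. *cysD* (ZMO0005) at T1 has 1205 and 474 in the SynH3 libraries the study used and 40.1 in the open one.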

### RND Efflux Pump Systems Were Upregulated in the Presence of LDIs

There are at least four predicted efflux pump systems annotated in *Z. mobilis* 2032. 

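ZMO0282, ZMO0283 and ZMO0285 encode the periplasmic adaptor, the inner membrane pump and the outer membrane channel of an RND efflux system, and all 3 were higher in SynH3 at every time point over the study's 22 libraries. ZMO0282 had 1694 ± 22.5 (SD, n = 2) CPM in SynH3 and 419 ± 10.1 (SD, n = 3) in SynH3- at T1. At T2 it had 1889 ± 48.9 (SD, n = 2) and 363 ± 33.8 (SD, n = 3), in the same order. The levels were at T3 1363 ± 87.3 (SD, n = 3) and 191 ± 4.45 (SD, n = 3), and at T4 3865 ± 243 (SD, n = 3) and 878 ± 36.4 (SD, n = 3). Its log2 fold changes were 2.02 (standard error 0.10, adjusted p = 5.02e-12) at T1, 2.38 (adjusted p = 4.70e-13) at T2, 2.83 (adjusted p = 7.00e-15) at T3 and 2.14 (adjusted p = 4.62e-13) at T4. Those of ZMO0283 were 1.76, 1.96, 2.41 and 1.73 from T1 to T4 (adjusted p = 1.25e-09, 2.25e-10, 2.54e-12 and 1.97e-10). ZMO0285 had 1.90, 2.02, 1.93 and 0.80 (adjusted p = 2.53e-11, 1.24e-11, 5.95e-12 and 4.53e-07). From all 24 libraries all 12 tests passed as well, with ZMO0282 at 1.96, 2.39, 2.83 and 2.14. SynH3 T1 replicate 2 had 1489 CPM of ZMO0282 and SynH3 T2 replicate 1 had 1945. All 12 passed over all 24 without each library in turn, and over the 22 without each whose group then keeps more than 1. As a list the 3 genes gave camera adjusted p = 2.02e-13, 2.82e-09, 1.79e-08 and 0.00383 from T1 to T4, and adjusted p = 0.00145, 0.00318, 0.00390 and 0.138 with an estimated correlation. In a fit of each time point alone over all 24, ZMO0283 at T1 (adjusted p = 0.122) and T2 (0.104) and ZMO0285 at T2 (0.0150) did not pass. ZMO0284 is not among the genes of the count table.

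**Figure D3:**
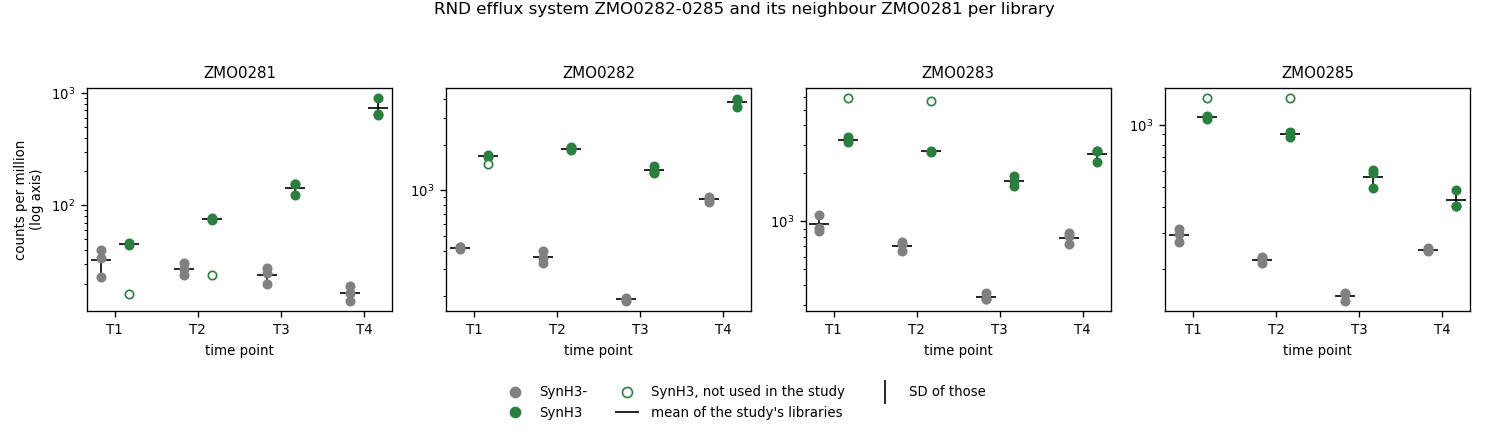
CPM (log axis) of ZMO0281, ZMO0282, ZMO0283 and ZMO0285 in each library by time point and medium, with a bar for the mean, a line for the SD and open symbols for libraries the study did not use. ZMO0282 lies at 1363 ± 87.3 (SD, n = 3) in SynH3 and 191 ± 4.45 (SD, n = 3) in SynH3- at T3.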

The ZMO0282-0285 RND efflux transporter was upregulated at T1 and, together with ZMO0281, was also upregulated at T2, T3, and T4 (Figure 6A). ZMO0282, ZMO0283, and ZMO0285 protein levels were likewise elevated in SynH3 relative to SynH3^–^ at all four timepoints (Figure 6B). 

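Of the RND efflux system ZMO1429 to ZMO1432, ZMO1429 for the outer membrane lipoprotein had 217 ± 40.9 (SD, n = 3) CPM in SynH3 and 74.5 ± 3.27 (SD, n = 3) in SynH3- at T4. In log2 the change was 1.54 (standard error 0.13, adjusted p = 5.86e-09) over the study's 22 libraries. ZMO1430 for the membrane fusion protein and ZMO1432 for a membrane component had 0.80 (adjusted p = 5.89e-06) and 0.96 (adjusted p = 3.15e-06) at T4. At T3 the values were 0.37 (adjusted p = 0.0281), 0.28 (adjusted p = 0.0674) and 0.47 (adjusted p = 0.00816), and none passed with edgeR. Of the 3, 3 were higher at an unadjusted p under 0.05 and DESeq2 called 1, ZMO1432 (adjusted p = 0.00257). All 3 passed at T4 also when adjusted over the list alone, which is not independent evidence (camera, adjusted p = 0.0296; adjusted p = 0.305 with an estimated correlation). For all 24 libraries ZMO1429 passed at T4 (1.54, adjusted p = 3.06e-07), ZMO1430 (0.80, adjusted p = 0.00583) and ZMO1432 (0.95, adjusted p = 0.0177) did not. At T3 neither edgeR nor DESeq2 called any, with 1 higher at an unadjusted p under 0.05. ZMO1430 passed at T4 over all 24 without SynH3 T1 replicate 2 (adjusted p = 2.62e-04) or SynH3 T2 replicate 1 (0.00238), and ZMO1432 without SynH3 T1 replicate 2 (0.00199). At T3 over the 22 libraries ZMO1432 passed without SynH3 T3 replicate 2 (adjusted p = 0.00411) or SynH3- T1 replicate 1 (0.00304). All 3 genes passed there under scaling by total counts alone (0.66, 0.57 and 0.78). That scaling raised the median log2 fold change of all genes at T3 by 0.31, so these values hold the shift. ZMO1431 is not in the count table.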

The RND efflux system at ZMO1429-1432 was also upregulated at T3 and T4 when xylose was the primary carbon source (Figure 6B). Both ZMO0282-0285 and ZMO1429-1432 encode RND family efflux transporter systems. In *E. coli* the AcrAB-TolC RND efflux pump is responsible for efflux of multiple antibiotics, dyes, bile salts, and detergents (Pradel and Pagès, 2002; Seeger et al., 2008; Li and Nikaido, 2009; Nikaido and Takatsuka, 2009). ZMO0281 encodes a TetR family transcriptional repressor of RND efflux transport system, which we hypothesize regulates ZMO0282-0285. 

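ZMO0281, which encodes a TetR family repressor next to the pump genes ZMO0282, ZMO0283 and ZMO0285, had 731 ± 153 (SD, n = 3) CPM in SynH3 and 16.6 ± 2.53 (SD, n = 3) in SynH3- at T4. This is a log2 fold change of 5.46 (standard error 0.21, adjusted p = 7.49e-14) over the study's 22 libraries. Earlier it had 0.49 (adjusted p = 0.164) at T1, 1.47 (adjusted p = 4.23e-05) at T2 and 2.57 (adjusted p = 4.85e-09) at T3. Its effect was larger at T4 than at T1 by 4.97 (standard error 0.29, adjusted p = 1.11e-10). Among all 24 libraries the values were 0.15 (adjusted p = 0.863), 1.10 (adjusted p = 0.0565), 2.57 (adjusted p = 3.51e-04) and 5.46 (adjusted p = 2.46e-08) from T1 to T4, and the difference of T4 from T1 was 5.31 (adjusted p = 1.77e-06). In that set ZMO0281 did not pass at T2, and it did without SynH3 T2 replicate 1 (adjusted p = 0.00492). Of the pump genes, ZMO0283 had 1793 ± 136 (SD, n = 3) CPM in SynH3 at T3 and 2633 ± 243 (SD, n = 3) at T4, against 336 ± 17.9 (SD, n = 3) and 794 ± 66.1 (SD, n = 3) in SynH3-. ZMO0285 had 564 ± 57.2 (SD, n = 3) and 434 ± 46.9 (SD, n = 3) in SynH3, against 148 ± 6.94 (SD, n = 3) and 249.5 ± 4.77 (SD, n = 3) in SynH3-. ZMO0282 had 1363 ± 87.3 (SD, n = 3) and 3865 ± 243 (SD, n = 3) in SynH3, against 191 ± 4.45 (SD, n = 3) and 878 ± 36.4 (SD, n = 3) in SynH3-. From T3 to T4 the means of ZMO0282 and ZMO0283 thus rose in both media. The mean of ZMO0285 fell in SynH3 and rose in SynH3-. The effect of SynH3 was smaller at T4 than at T3 for all 3 over the 22 libraries, with differences of -1.13 (adjusted p = 3.44e-06) for ZMO0285, -0.68 (adjusted p = 0.00136) for ZMO0283 and -0.70 (adjusted p = 2.00e-04) for ZMO0282. With all 24 these were -1.13 (adjusted p = 8.63e-04), -0.69 (adjusted p = 0.183) and -0.70 (adjusted p = 0.00148), and ZMO0283 did not pass.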

As shown in Figure 6A, the expression of ZMO0281 was elevated from stage T2 to T4, and the high expression of ZMO0281 is correlated to the decreased expression of ZMO0282-0285 genes at T4. The transcriptional regulator of ZMO1429-1432 is unknown.

**FIGURE 6:**
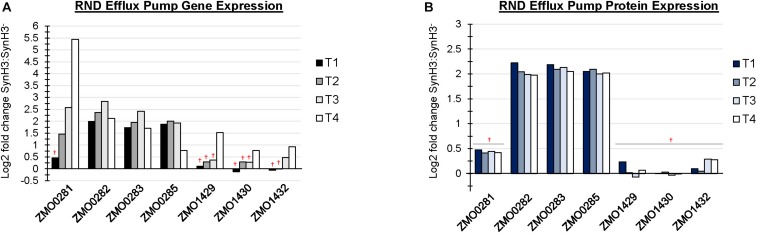
RND efflux pump systems were up regulated in the presence of LDIs. Log2 fold change comparing SynH3 to SynH3^–^ of Gene expression **(A)** and protein expression **(B)** of ZMO0281-0285 and ZMO1429-ZMO1432 RND efflux pump systems at all four timepoints (T1, T2, T3, and T4). ^†^Denotes not statically significant fold changes, all other fold changes are statistically significant.

In addition to upregulation of cellular efflux, LDIs also appear to impact expression of transporter and secretion systems in *Z. mobilis*. RNA-Seq identified the putative multidrug and toxic compound extrusion (MATE) efflux family protein (ZMO0214) as highly upregulated at T4 (Figure 6A). Additionally, five major facilitator superfamily (MFS) transporters (ZMO0099, ZMO0566, ZMO1111, ZMO1457, and ZMO2018) are either up or downregulated at T4. 

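ZMO0214, the MATE family transporter, had 139.9 ± 51.1 (SD, n = 3) CPM in SynH3 and 32.8 ± 3.28 (SD, n = 3) in SynH3- at T4. Its log2 fold change was 2.09 (standard error 0.20, adjusted p = 3.27e-08) over the study's 22 libraries. From T1 to T3 it had -0.17, -0.02 and -0.12, and none of these passed (adjusted p = 0.713, 0.966 and 0.677). The effect at T4 was larger than at T1 by 2.26 (adjusted p = 5.54e-06). In all 24 libraries it had 2.09 (adjusted p = 5.21e-06) at T4 and differed from T1 by 1.99 (adjusted p = 6.94e-04). It ranked among the 10 largest increases at T4 in both sets and passed without each library in turn.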

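ZMO0099, ZMO0566 and ZMO2018 were higher in SynH3 at T4, and ZMO1111 and ZMO1457 lower. ZMO1457 had 57.2 ± 8.78 (SD, n = 3) CPM in SynH3 and 405 ± 93.8 (SD, n = 3) in SynH3-. The log2 fold change was -2.82 (standard error 0.25, adjusted p = 1.04e-08) over the study's 22 libraries. ZMO1111 had -1.19 (adjusted p = 1.06e-07), ZMO0099 1.45 (adjusted p = 8.11e-08), ZMO2018 1.34 (adjusted p = 6.31e-09) and ZMO0566 0.86 (adjusted p = 2.12e-06). With ZMO0214 of the MATE family, 4 of these 6 transporter genes were higher and 2 lower over the 22 libraries, the same numbers as when adjusted over the list alone, which is not independent evidence. Over all 24, 2 were higher and 2 lower (3 and 2 adjusted over the list alone), with ZMO1457 at -2.82 (adjusted p = 4.47e-05), ZMO1111 at -1.19 (adjusted p = 8.96e-05) and ZMO2018 at 1.34 (adjusted p = 4.52e-06). ZMO0099 (1.45, adjusted p = 0.0112) and ZMO0566 (0.86, adjusted p = 0.00369) did not pass in that set. ZMO0099 did without SynH3 T1 replicate 2 (adjusted p = 0.00114) or SynH3 T2 replicate 1 (0.00120), and ZMO0566 without SynH3 T1 replicate 2 (0.00115), SynH3 T2 replicate 1 (1.81e-04) or SynH3 T2 replicate 3 (0.00227). Of 12 other annotated efflux pump genes, 4 were higher and 1 lower at T4 over the 22 libraries, also when adjusted over the list alone, and 1 and 0 over all 24. At T2 4 of them were lower over the 22 (7 adjusted over the list alone; camera, adjusted p = 0.00126; adjusted p = 0.362 with an estimated correlation) and 1 over all 24. Over the 22 libraries that count at T2 was 0 without SynH3 T2 replicate 3, 1 without SynH3 T2 replicate 2 and 2 without SynH3- T2 replicate 1 or 3. The number lower at T4 was 2 without SynH3- T4 replicate 1. Across all 24 the number higher at T4 was 0 without SynH3- T4 replicate 1, 2 or SynH3 T4 replicate 3 and 2 without SynH3 T1 replicate 2 or SynH3 T2 replicate 1. The number lower at T2 was there 2 without SynH3 T1 replicate 2.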

MFS transporters are single-polypeptide secondary carriers capable only of transporting small solutes in response to chemiosmotic ion gradients (Pao et al., 1998). 

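*cyaB* (ZMO0254), for the ATPase of a Type I secretion system, had 308 ± 51.5 (SD, n = 2) CPM in SynH3 and 628 ± 114 (SD, n = 3) in SynH3- at T1. On the log2 scale the change was -1.03 (standard error 0.14, adjusted p = 3.32e-05) over the study's 22 libraries. *tolC* (ZMO0253) and *hlyD* (ZMO0255), for the outer membrane channel and the membrane fusion protein, had -0.76 (adjusted p = 2.63e-04) and -0.77 (adjusted p = 1.20e-04), and ZMO0252, annotated as a major intrinsic protein, had -0.68 (adjusted p = 0.00111). All 4 were lower, also when adjusted over the list alone, which is not independent evidence for a list chosen on these samples (camera, adjusted p = 9.28e-08; adjusted p = 0.0117 with an estimated correlation). Across all 24 libraries 2 passed, ZMO0252 (-0.87, adjusted p = 0.00378) and *hlyD* (-0.74, adjusted p = 0.00141), and 3 when adjusted over the list alone. *tolC* had -0.70 (adjusted p = 0.0527) and *cyaB* -0.54 (adjusted p = 0.559) (camera, adjusted p = 3.44e-06; adjusted p = 0.0104 with an estimated correlation). At T4 *tolC* was higher in SynH3 (0.93, adjusted p = 4.58e-07) and ZMO0252 lower (-0.84, adjusted p = 1.64e-06), and at T3 *tolC* had 0.54 (adjusted p = 0.00112). The effect was higher at T4 than at T1 for 3 of the 4 genes over the 22 libraries, with *tolC* at 1.69 (adjusted p = 1.77e-07), and for 2 over all 24. Without SynH3 T1 replicate 3 the count at T1 was 2 over the 22 libraries, and ZMO0252 (-0.58, adjusted p = 0.0679) and *tolC* (-0.61, adjusted p = 0.0285) were the ones lost. *tolC* did not pass at T3 without SynH3 T3 replicate 1 (adjusted p = 0.00477) or SynH3- T3 replicate 3 (0.0117). With all 24 the count at T1 was 1 without SynH3- T1 replicate 2 or replicate 3, where ZMO0252 had adjusted p = 0.0311 and 0.0285, and *tolC* passed without SynH3 T2 replicate 1 (0.00132). In all 24 *tolC* had 0.93 (adjusted p = 4.53e-04) at T4, and did not pass without SynH3 T4 replicate 1 (adjusted p = 0.00292), 3 (0.00267), SynH3- T4 replicate 1 (0.00320) or 3 (0.00310). In a fit of T1 alone over the 22 libraries none passed, with adjusted p of 0.130, 0.0846, 0.0589 and 0.0541 for ZMO0252, *tolC*, *cyaB* and *hlyD*.

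**Figure D4:**
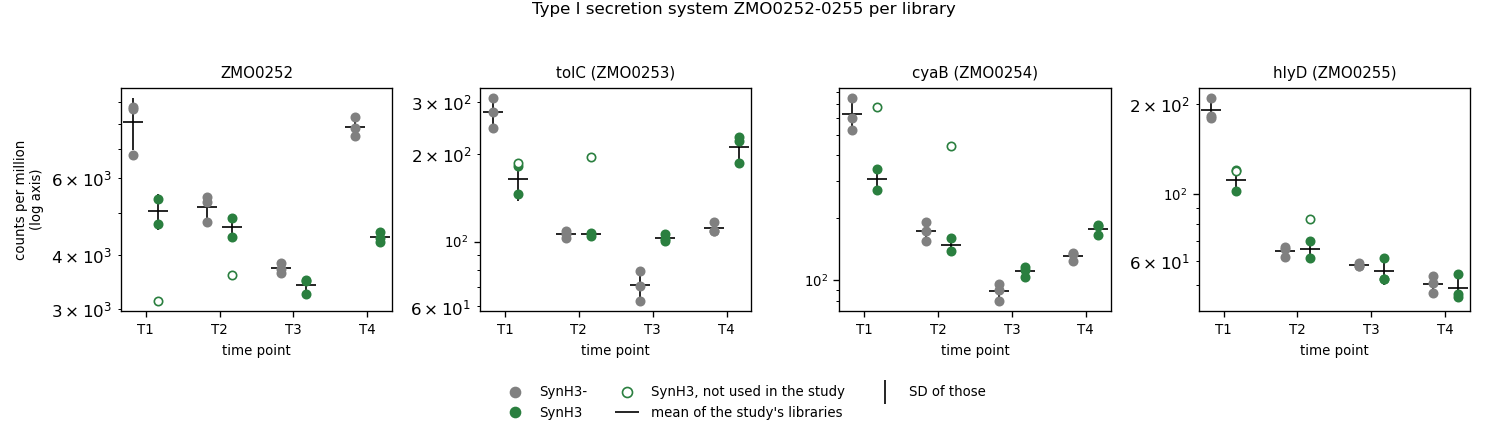
CPM (log axis) of ZMO0252, *tolC*, *cyaB* and *hlyD* in each library by time point and medium, with a bar for the mean, a line for the SD and open symbols for libraries the study did not use. *hlyD* at T1 has 112 ± 12.7 (SD, n = 2) in SynH3 and 191 ± 16.7 (SD, n = 3) in SynH3- over the study's libraries.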

Interestingly, transcriptomic data showed that all genes of the predicted Type I secretion system at ZMO0252-0255 were downregulated at T1 (Figure 7A). Proteomic data likewise showed the corresponding gene products to be highly downregulated at all four timepoints (Figure 7B). ZMO0253, ZMO0254, and ZMO0255 are proposed to encode a HylD family Type I secretion system and ZMO0252 encodes a major intrinsic protein.

**FIGURE 7:**
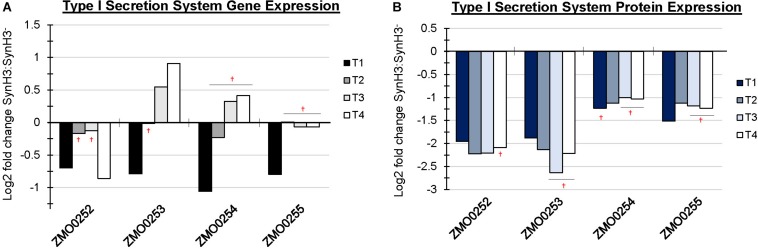
Operon containing Type I secretion system was downregulated at T1. Log2 fold change comparing SynH3 to SynH3^–^ of Gene expression **(A)** and protein expression **(B)** of ZMO0252-0255 (Type I secretion system) gene cluster at four different fermentation stages (T1, T2, T3, and T4). ^†^ Denotes not statically significant fold changes, all other fold changes are statistically significant.

### Mannose-1-Phosphate and Mannose-6-Phosphate Accumulated Intracellularly at T3 and T4

In our metabolomics data we observed an accumulation of intracellular mannose-6-phoshpate and mannose-1-phosphate over the course of our fermentations in both SynH3 and SynH3^–^. We note that our LC-MS assay is unable to distinguish between mannose-1P and glucose-1P, but given the concomitant accumulation of mannose-P, we reason that the change occurred primarily in mannose-1P, not glucose-1P. By T4, mannose-6P and mannose-1P reached 10.1 and 0.8 μmol per mg dry cell weight, respectively, in SynH3, which was > 4-fold higher than in SynH3^–^ at T4 (Figure 2, Supplementary Figure S1 and Supplementary Table S3). As there is no mannose-6P isomerase predicted in the *Z. mobilis* 2032 genome, mannose sugar phosphate accumulation likely occurred via uptake of D-mannose from the media since mannose is present in both SynH3 and SynH3^–^ at 1.8 mM. Phosphorylation of D-mannose may be catalyzed by two predicted *nagE* genes, ZMO0037 and ZMO1336 and further to D-mannose-1P by phosphomannomutase (ZMO0339). Interestingly, we observed a 2.7-fold upregulation of mannose-1-phosphate guanylyltransferase (ZMO1233) in SynH3 at T4 which may be contributing to higher accumulation of mannose-1P and mannose-6P relative to SynH3^–^.

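ZMO1233, for mannose-1-phosphate guanylyltransferase, had 684 ± 192 (SD, n = 3) CPM in SynH3 and 249.7 ± 8.60 (SD, n = 3) in SynH3- at T4. The fold change was, in log2, 1.45 (standard error 0.15, adjusted p = 9.08e-08) over the study's 22 libraries and 1.45 (adjusted p = 1.69e-04) over all 24. It passed without each library in turn in both sets. At T1, T2 and T3 it had 0.07, 0.02 and 0.53 (adjusted p = 0.847, 0.937 and 0.00893), and the effect at T4 was larger than at T1 by 1.38 (adjusted p = 5.19e-05). ZMO0037, annotated as a nitrogen-regulatory PTS protein, had -0.62 (adjusted p = 0.00382) at T3 and -0.02 (adjusted p = 0.922) at T4, and ZMO1336, annotated as a LysR family regulator, had 0.25 (adjusted p = 0.0599) at T4, as ZMO0339 had -0.18 (adjusted p = 0.278). The value of ZMO0037 at T3 lay close to the limit and did not pass over all 24 (-0.62, adjusted p = 0.0365), under scaling by total counts alone over the 22 (-0.32, adjusted p = 0.0650) or with RLE size factors (-0.61, adjusted p = 0.00521). Over the 22 it did not pass without SynH3 T1 replicate 1 (adjusted p = 0.00527), 3 (0.00530), SynH3 T3 replicate 1 (0.0181), 3 (0.0259), SynH3- T2 replicate 1 (0.00477), 3 (0.00644), SynH3- T3 replicate 1 (0.0168), 3 (0.0246) or SynH3- T4 replicate 1 (0.00513), nor with a block for the replicate number (0.00541).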

### Reduced Glutathione Pool Is Decreased in the Presence of LDIs

The role of glutathione in detoxification of drugs, xenobiotics, and oxidants is well-documented (Forman et al., 2009). Metabolomics data revealed a striking depletion of reduced glutathione (GSH) specifically in SynH3 between T1 and later timepoints. In SynH3^–^ reduced glutathione was only depleted approximately 1.6-fold from T1 to T4, whereas in SynH3 reduced glutathione was depleted almost 7-fold (Figure 8A and Supplementary Table S3). At all four timepoints reduced glutathione was lower in SynH3 compared to SynH3^–^. Oxidized glutathione levels may have also been impacted by LDIs, however we could not accurately measure oxidized glutathione in SynH3 as levels were below the range of our standard curve. Glutathione is synthesized from glutamate, cysteine, and glycine in two steps catalyzed by GshA (ZMO1556) and GshB (ZMO1913). Both *gshA* and *gshB* expression were downregulated at T3 in SynH3 moderately, but statistically significantly (Figure 8B and Supplementary Table S1). 

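*gshB* (ZMO1913), for glutathione synthetase, had 1382 ± 233 (SD, n = 3) CPM in SynH3 and 2210.2 ± 232 (SD, n = 3) in SynH3- at T3. In log2 the change was -0.68 (standard error 0.14, adjusted p = 0.00112) over the study's 22 libraries. *gshA* (ZMO1556), for glutamate-cysteine ligase, had 969 ± 108 (SD, n = 3) CPM in SynH3 and 1281 ± 70.6 (SD, n = 3) in SynH3-, with -0.40 (adjusted p = 0.00541), which did not pass the limit at T3. DESeq2 called *gshA* (-0.40, adjusted p = 6.15e-04), as did edgeR without SynH3 T3 replicate 2 (adjusted p = 0.00194), SynH3 T4 replicate 2 (0.00366), SynH3- T1 replicate 1 (0.00271) or SynH3- T1 replicate 3 (0.00429). A block for the replicate number over both media called it as well (0.00283). *gshB* did not pass without SynH3 T3 replicate 1 (adjusted p = 0.00970), SynH3 T3 replicate 3 (0.00941) or SynH3- T3 replicate 3 (0.00994), nor under scaling by total counts alone (-0.38, adjusted p = 0.0231). At T4 *gshA* had -0.23 (adjusted p = 0.0613) and *gshB* -0.15 (adjusted p = 0.375). With all 24 libraries *gshA* had -0.40 (adjusted p = 0.125) at T3 and *gshB* -0.68 (adjusted p = 0.192), and neither passed.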

Intracellular levels of glutamic acid were reduced > 4-fold at T4 relative to T1 in both SynH3^–^ and SynH3 while intracellular glycine was relatively unchanged during the course of our fermentations with a moderate increase in SynH3 at T3. We were unable to measure cysteine with our metabolomics assays.

**FIGURE 8:**
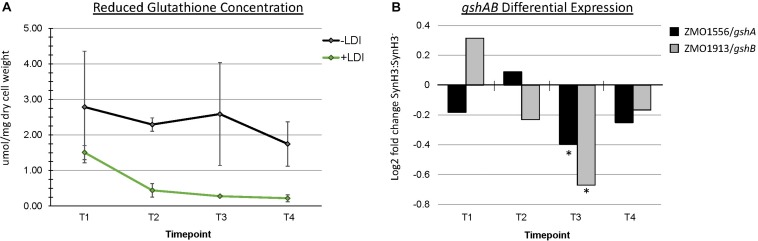
Reduced glutathione is markedly decreased in presence of LDIs. **(A)** Concentration of reduced glutathione, measured in μmol/mg of dry cell weight, from metabolomics across all four timepoints in SynH3^–^ (gray points and black line) and SynH3 (green points and line). Error bars represent standard error of the sample population with an n of 3. **(B)** Log2 fold change of glutathione biosynthetic genes *gshA* (black bars) and *gshB* (gray bars). ^∗^ Denotes statistical significance with an FDR < 0.0047.

### Several Stress Response Genes Are Upregulated at T3 and T4 in SynH3

Many genes were differentially expressed between SynH3 and SynH3^–^ at T3 and T4 (431 and 817, respectively; Figure 3A and Supplementary Table S1). 

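At T3 the largest decrease in SynH3 was in ZMO1576, for a short-chain dehydrogenase, with 148 ± 17.7 (SD, n = 3) CPM in SynH3 and 451 ± 21.7 (SD, n = 3) in SynH3-. This is a log2 fold change of -1.60 (standard error 0.14, adjusted p = 5.05e-08) over the study's 22 libraries. *ptrB* (ZMO0490) and *pepN2* (ZMO1776) for peptidases were among the 10 largest decreases, with -1.24 (adjusted p = 4.53e-05) and -1.22 (adjusted p = 1.02e-04). Apart from efflux genes, *hisH* (ZMO1502) and *hisB* (ZMO1503) of histidine synthesis were among the 10 largest increases, with 1.14 (adjusted p = 6.87e-04) and 1.05 (adjusted p = 4.53e-05). At T4 the largest decrease was in *ribA* (ZMO1698) of riboflavin synthesis, with 209 ± 131 (SD, n = 3) CPM in SynH3 and 1599 ± 365 (SD, n = 3) in SynH3-. Its log2 fold change was -2.94 (adjusted p = 3.00e-08). The largest increase after ZMO0281 was in the plasmid gene ZMOp32x015, with 2.78 (adjusted p = 3.90e-07). In all 24 libraries ZMO1576 at T3 had -1.60 (adjusted p = 2.77e-06), *ptrB* -1.24 (adjusted p = 0.00683), *pepN2* -1.22 (adjusted p = 0.00224), *hisH* 1.13 (adjusted p = 0.0457) and *hisB* 1.05 (adjusted p = 0.0142). *ribA* at T4 had -2.94 (adjusted p = 2.47e-06) and ZMOp32x015 2.78 (adjusted p = 1.68e-05), so ZMO1576, *pepN2*, *ribA* and ZMOp32x015 passed in both sets. Over the 22, *hisH* did not pass without SynH3 T3 replicate 1 (adjusted p = 0.00674), 3 (0.00515) or SynH3- T3 replicate 3 (0.00562). Over all 24, *pepN2* did not pass without SynH3 T3 replicate 1 (adjusted p = 0.0138), 3 (0.0211), SynH3- T3 replicate 1 (0.0136) or 3 (0.0192) nor under scaling by total counts alone (0.00792). In the same set *hisB* passed without SynH3 T1 replicate 2 (0.00430) or SynH3 T2 replicate 1 (0.00218), as did *ptrB* (0.00111 and 0.00222). Of the genes called at T4, 145 were also called at T3 over the 22 libraries and 515 at no other time point, and over all 24 these were 26 and 278. The effect of SynH3 differed between T4 and T1 for 847 genes over the 22 libraries (428 with the higher value at T4) and 352 over all 24 (172), and between T4 and T3 for 704 and 310. It was higher at T4 by the most in ZMO0281 and then in ZMO1012, for a conserved hypothetical protein (2.76, adjusted p = 1.21e-07), and lower by the most in ZMO1849 (-4.74, adjusted p = 4.77e-06), over the 22 libraries. Across all 24 ZMO0281 and ZMO1849 (-4.20, adjusted p = 0.00391) again came first, and ZMO1012 had 2.13 (adjusted p = 0.00125). Without SynH3 T1 replicate 2 the difference of T4 from T1 was called for 568 genes of the other 23 libraries. Scaling by total counts alone moved the median difference of all genes between T4 and T1 by 0.18 over the 22 libraries and 0.28 over all 24. It called 563 genes with the higher value at T4 and 302 with the lower over the 22, and 353 and 80 over all 24.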

The sheer number of differentially expressed genes, many of which are annotated as hypothetical proteins, makes it difficult to fully delineate the impact of LDIs during these xylose-metabolizing timepoints. However, several stress response genes were upregulated including *groES* (ZMO1928), *groEL* (ZMO1929), ZMO0199 (SOS-response transcriptional repressor, LexA), organic solvent tolerance protein (ZMO1311), and ZMO1996 (transcription termination factor Rho, which is known to respond to oxidative stress) (Supplementary Table S1). 

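*groES* (ZMO1928) had 5764 ± 411 (SD, n = 3) CPM in SynH3 and 1100.2 ± 213 (SD, n = 3) in SynH3- at T4. The log2 fold change was 2.39 (standard error 0.14, adjusted p = 6.05e-11) over the study's 22 libraries. *groEL*, its partner in the chaperonin, had 1.42 (adjusted p = 7.01e-08), *lexA* 1.77 (adjusted p = 1.07e-07), *ostA* (ZMO1311) 1.58 (adjusted p = 9.44e-09) and *rho* 1.59 (adjusted p = 2.99e-08). All 5 were higher, also when adjusted over the list alone, which is not independent evidence for genes the study chose on these samples (camera, adjusted p = 6.72e-04; adjusted p = 0.299 with an estimated correlation). From all 24 libraries all 5 passed, with *groES* at 2.39 (adjusted p = 1.26e-06), *groEL* at 1.41 (adjusted p = 4.08e-05), *lexA* at 1.77 (adjusted p = 5.02e-06), *ostA* at 1.58 (adjusted p = 3.09e-07) and *rho* at 1.59 (adjusted p = 8.24e-07) (camera, adjusted p = 9.16e-05; adjusted p = 0.451 with an estimated correlation). They passed at T4 without each library in turn in both sets. At T3 1 of the 5 passed in either set, *groES*, with 1.34 (adjusted p = 8.45e-07) over the 22 libraries and 1.35 (adjusted p = 0.00241) over all 24. *groEL* (ZMO1929) had 0.30 (adjusted p = 0.104) there, *lexA* (ZMO0199) 0.64 (adjusted p = 0.0118), *ostA* -0.09 (adjusted p = 0.641) and *rho* (ZMO1996) 0.54 (adjusted p = 0.00725) over the 22, and 0.30 (adjusted p = 0.399), 0.63 (adjusted p = 0.0639), -0.09 (adjusted p = 0.776) and 0.55 (adjusted p = 0.0365) over all 24. Over the 22, *lexA* and *rho* passed at T3 without SynH3 T4 replicate 2 (adjusted p = 0.00243 and 7.76e-04) or 3 (0.00291 and 0.00201), so that 3 of the 5 did, and with DESeq2 (0.00339 and 0.00204). Scaling by total counts alone, which raised the median log2 fold change of all genes by 0.31 at T3, called these and *groEL* (8.40e-04). With all 24 *groES* did not pass without SynH3- T3 replicate 1 (adjusted p = 0.0153), 2 (0.00580) or 3 (0.0202), or without SynH3 T3 replicate 1 (0.00915) or 3 (0.0153). The effect was larger at T4 than at T1 for all 5 genes in both sets, with *groES* at 2.06 (adjusted p = 1.94e-07) over the 22. Among 20 chaperone and protease genes at T3, 2 were higher and 7 lower over the 22 libraries (2 and 8 adjusted over the list alone), and 1 and 3 over all 24, with *clpB* at -1.06 (adjusted p = 1.09e-05) over the 22. The number lower was 4 without SynH3 T3 replicate 1, 3, SynH3- T3 replicate 1, 2 or 3 over the 22. For the full set it was 1 without SynH3- T3 replicate 3 or SynH3 T3 replicate 3, and the number higher 0 without SynH3- T3 replicate 1, 2, 3, SynH3 T3 replicate 1 or 3 and 2 without SynH3 T1 replicate 2 or SynH3 T2 replicate 1. Under scaling by total counts alone 4 were higher and 4 lower over the 22.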

Downregulated genes at T4 included the ZMO0263-0270 gene cluster of hypothetical proteins and 44 plasmid-encoded genes (∼30% of total plasmid-encoded genes), many of which are predicted to encode transcriptional regulators.

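ZMO0265, for a hypothetical protein, had 274 ± 27.1 (SD, n = 3) CPM in SynH3 and 802 ± 92.6 (SD, n = 3) in SynH3- at T4. On the log2 scale the change was -1.55 (standard error 0.17, adjusted p = 2.38e-07) over the study's 22 libraries. The other genes of ZMO0263-0270 had -1.53, -1.43, -1.30, -1.42, -0.81, -0.78 and -0.64, in order of the chromosome. All 8 passed, also when adjusted over the list alone, which is not independent evidence (camera, adjusted p = 0.00156; adjusted p = 0.921 with an estimated correlation), and 7 were lower at T3 as well. For all 24 libraries 2 passed at T4, ZMO0263 (-1.53, adjusted p = 9.94e-04) and ZMO0267 (-1.43, adjusted p = 4.57e-04), and 4 when adjusted over the list alone. Of 98 plasmid genes tested, 44 were lower in SynH3 and 9 higher over the 22 libraries, the same when adjusted over the list alone, with the strongest decrease in ZMOp33x001 (-2.89, adjusted p = 7.13e-10). In all 24, 19 were lower and 6 higher (22 and 7 adjusted over the list alone), with ZMOp33x001 at -2.89 (adjusted p = 4.36e-06). By plasmid, 15 of 30 genes of ZMOp33 were lower and none higher, 13 of 24 of ZMOp39 lower and 2 higher, 9 of 22 of ZMOp36 lower and 3 higher, and 7 of 22 of ZMOp32 lower and 4 higher, over the 22 libraries. Over all 24 the numbers lower and higher were 7 and 0, 5 and 2, 2 and 0, and 5 and 4, in that order. As a list the plasmid genes gave camera adjusted p = 0.00107 over the 22 libraries (adjusted p = 0.936 with an estimated correlation) and 0.00405 over all 24 (adjusted p = 1.000 with an estimated correlation). ZMOp33 had camera adjusted p = 4.50e-04 over the 22 (adjusted p = 0.921 with an estimated correlation) and ZMOp39 0.0129 (adjusted p = 0.921 with an estimated correlation). The plasmid genes, as a list, were also low in SynH3 T1 replicate 2, SynH3 T2 replicate 1 and SynH3- T1 replicate 1 against their replicates, by median log2 differences of -1.06, -1.07 and -0.56. The genes of ZMO0263-0270 were low in these libraries too, with medians of -1.57, -1.37 and -0.67. For ZMOp32 the number lower over all 24 was 2 without SynH3 T4 replicate 1 or 3 and 3 without SynH3- T4 replicate 1. For ZMOp36 in the same 24 it was 1 without SynH3- T4 replicate 1, 2, SynH3 T4 replicate 1, 2 or 3, 5 without SynH3 T1 replicate 2 and 6 without SynH3 T2 replicate 1. For ZMOp39, again over all 24, it was 1 without SynH3 T4 replicate 3, 2 without SynH3- T4 replicate 2 or SynH3 T4 replicate 1, 8 without SynH3 T1 replicate 2 and 9 without SynH3 T2 replicate 1, and the number higher 0 without SynH3- T4 replicate 1 or 3 and 1 without SynH3- T2 replicate 3, SynH3 T4 replicate 1 or 3. Among all 24 libraries the count of lower plasmid genes was 29 without SynH3 T1 replicate 2, 30 without SynH3 T2 replicate 1, and 11 without SynH3 T4 replicate 1 or replicate 3, and that of higher ones 3 without SynH3- T4 replicate 1 or 3. In that set ZMO0263 and ZMO0267 did not pass without SynH3- T4 replicate 1 (adjusted p = 0.00442 and 0.00266), SynH3 T4 replicate 1 (0.00779 and 0.00434) or SynH3 T4 replicate 3 (0.00660 and 0.00305), and ZMO0263 without SynH3- T4 replicate 2 (0.00357). Of ZMO0263-0270, 4 passed over all 24 without SynH3 T1 replicate 2 or SynH3 T2 replicate 1, and 5 over the 22 without SynH3 T4 replicate 1 or SynH3- T4 replicate 1. Over the 22, ZMO0263 to ZMO0267 passed without each library in turn, and ZMO0269 failed without SynH3 T4 replicate 1 (0.00324) or SynH3- T4 replicate 1 (0.00401). ZMO0268 and ZMO0270 failed without either of these (0.00425 and 0.00647 for ZMO0268, 0.00818 and 0.00646 for ZMO0270). They also failed without SynH3 T4 replicate 2 (0.00493 and 0.00420) or SynH3- T4 replicate 2 (0.00256 and 0.00842), and ZMO0270 without SynH3 T4 replicate 3 (0.00443). Under scaling by total counts alone 11 plasmid genes were lower over all 24, and ZMO0268 (-0.69, adjusted p = 0.00262) and ZMO0270 (-0.51, adjusted p = 0.00884) did not pass over the 22.

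**Figure D5:**
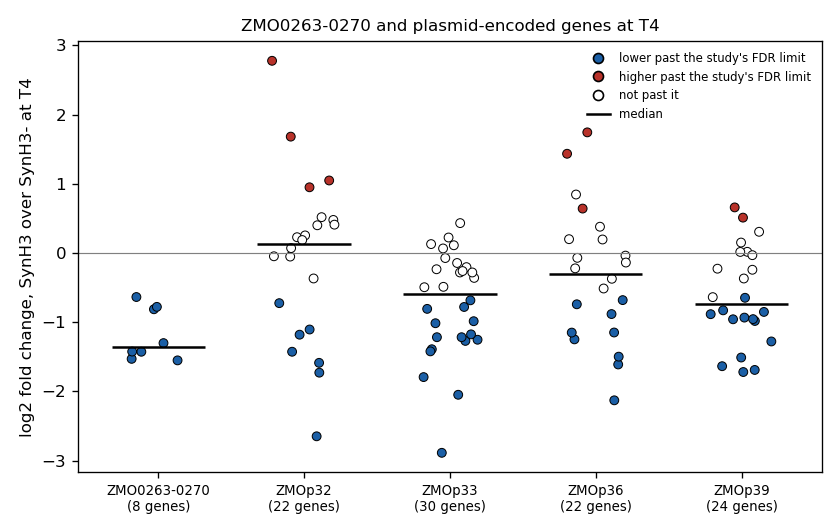
Log2 fold change of SynH3 over SynH3- at T4 over the study's 22 libraries for the genes of ZMO0263-0270 and of the plasmids ZMOp32, ZMOp33, ZMOp36 and ZMOp39, 1 point per gene, with blue for lower past the limit, red for higher, white for neither and a bar for the median. ZMOp33 has 15 blue and no red points, and ZMOp32 has 7 blue and 4 red.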

### The Expression of Most Genes Involved in the Conversion of Glucose and Xylose Into Ethanol Was Not Affected by LDIs

The LDIs present in SynH3 have a consistent and profound negative effect on xylose metabolism by *Z. mobilis* 2032. We used our multiomics data to investigate how LDIs impact xylose metabolism in cells grown in SynH3. We compared the expression of all genes involved in the conversion of glucose and xylose to ethanol (Figure 9), including xylose-specific genes that are heterologously expressed in *Z. mobilis* 2032 (Zhang et al., 2007; Yang et al., 2018). Expression of glucose facilitated diffusion protein *glf*, which is involved in the uptake of both glucose and xylose, was also compared. 

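Of the 22 glucose and xylose conversion genes of Table S6, 2 passed at 1 or more time points over the study's 22 libraries, *adhA* (ZMO1236) for an alcohol dehydrogenase, lower at T3, and *rpe* (ZMO0018) for ribulose-phosphate epimerase, higher at T4. *rpe* had 112 ± 7.80 (SD, n = 3) CPM in SynH3 and 80.5 ± 5.83 (SD, n = 3) in SynH3-. The fold change was, in log2, 0.48 (standard error 0.12, adjusted p = 0.00140). *pgi* (ZMO1212) for glucose-6-phosphate isomerase had -0.53 (adjusted p = 0.00502) at T4, and *xylA* (b3565) and *xylB* (b3564), the introduced xylose isomerase and xylulokinase, had -0.09 and 0.18 there. At T1 and T2 none passed with edgeR, 3 were higher and 1 lower at T1, and 0 and 4 at T2, at an unadjusted p under 0.05, and DESeq2 called 0 and 0. Across all 24 libraries edgeR called none at any time point, with 8, 1, 3 and 3 at an unadjusted p under 0.05 from T1 to T4, and DESeq2 called *adhA* at T3 (adjusted p = 0.00295). Adjusted over the list alone, 1 passed at T3 and 0 at T4 over the 22 libraries. Over the 22 the number of genes called at 1 or more time points was 4 without SynH3 T4 replicate 1, and 1 without SynH3 T3 replicate 1 or 3, SynH3 T4 replicate 2 or 3, SynH3- T3 replicate 3, or SynH3- T4 replicate 1 or 2. *rpe* did not pass without SynH3 T4 replicate 2 (adjusted p = 0.00759), SynH3 T4 replicate 3 (0.00410), SynH3- T4 replicate 1 (0.0108) or SynH3- T4 replicate 2 (0.00496), nor with RLE size factors (0.00262). With all 24 that number was 1 without SynH3 T4 replicate 1. DESeq2 also called *pgi* over the 22 libraries at T4 (adjusted p = 8.62e-04).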

With the exception of alcohol dehydrogenase *adhA*, there was no statistically significant difference in the expression of these genes or proteins in the presence of LDI at any timepoint (Supplementary Table S6). The expression of *adhA* was slightly down-regulated at T3 and T4. However, expression of two other alcohol dehydrogenases in *Z. mobilis* 2032, *adhB* and *adhC*, did not change, which could have compensated for reduced *adhA* expression. Thus, it is unlikely that slight down-regulation of *adhA* would cause the poor xylose utilization. These results indicated that the poor xylose utilization in SynH3 was not due to changes in the expression of sugar assimilation pathway genes.

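*adhA* (ZMO1236) had 8034 ± 2460.5 (SD, n = 3) CPM in SynH3 and 16713 ± 3475 (SD, n = 3) in SynH3- at T3. In log2 the change was -1.06 (standard error 0.21, adjusted p = 7.05e-04) over the study's 22 libraries. At T4 it had 2368 ± 439 (SD, n = 3) CPM in SynH3 and 3865 ± 641 (SD, n = 3) in SynH3-, with -0.71 (adjusted p = 0.00574), which did not pass the limit at T4. *adhA* rose from T1 to T4 in SynH3- by 1.43 (adjusted p = 1.85e-06) and had 0.03 (adjusted p = 0.913) in SynH3. Across all 24 libraries it had -1.06 (adjusted p = 0.0198) at T3 and -0.71 (adjusted p = 0.0508) at T4. Over the 22 the value at T3 did not pass without SynH3 T3 replicate 1 (adjusted p = 0.00625), SynH3 T3 replicate 3 (0.00770) or SynH3- T3 replicate 3 (0.00575), nor in a fit of T3 alone (0.00889). At T4 it passed without SynH3 T3 replicate 2 (0.00206) and with DESeq2 (9.40e-04).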

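*adhB* (ZMO1596) had 12831 ± 1368 (SD, n = 3) CPM in SynH3 and 17490.3 ± 1529 (SD, n = 3) in SynH3- at T4. This is a log2 fold change of -0.45 (standard error 0.12, adjusted p = 0.00348) over the study's 22 libraries. At T3 *adhB* had -0.35 (adjusted p = 0.0308). *adhC* (ZMO1722) had -0.29 (adjusted p = 0.0276) at T2, -0.02 (adjusted p = 0.851) at T3 and -0.12 (adjusted p = 0.197) at T4. None of these passed with edgeR. DESeq2 called *adhB* at T4 over the 22 libraries (adjusted p = 9.22e-05), and edgeR did without SynH3 T4 replicate 1 (0.00226) or SynH3- T1 replicate 1 (0.00175). With all 24 libraries *adhB* had -0.45 (adjusted p = 0.0127) and *adhC* -0.12 (adjusted p = 0.470) at T4.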

**FIGURE 9:**
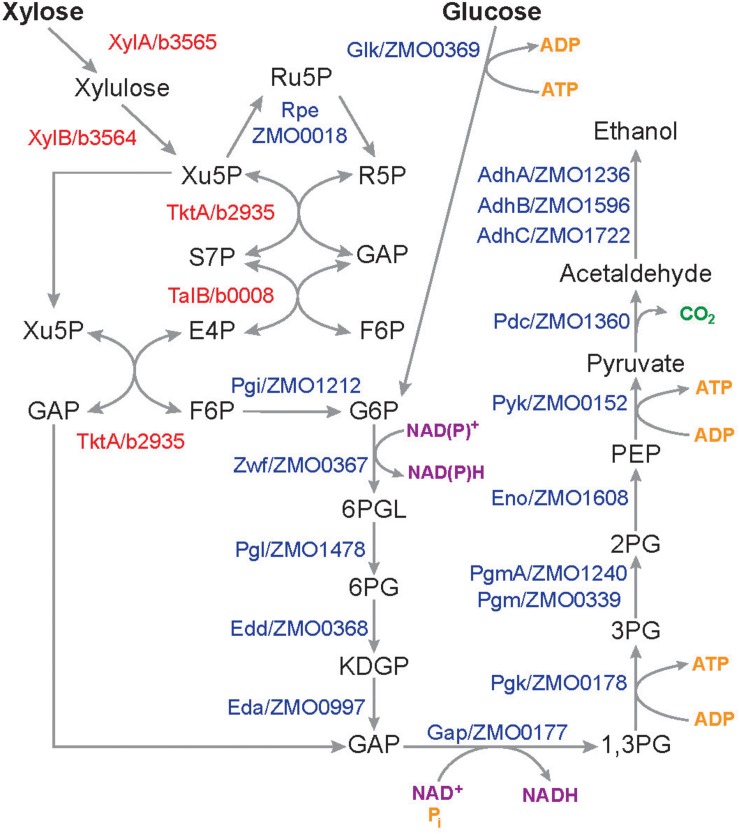
Pathways and genes involved in the conversion of glucose and xylose into ethanol in *Z. mobilis* 2032. Schematic showing pentose phosphate, Entner–Doudoroff glycolysis, and ethanol fermentation pathways. Protein names in red are *E. coli* genes that are heterologously expressed in *Z. mobilis* 2032. Xu5P, xylulose-5-phosphate; Ru5P, ribulose-5-phosphate; R5P, ribose-5-phosphate; GAP, glyceraldehyde-3-Phosphate; S7P, sedoheptulose-7-phosphate; E4P, erythrose-4-phosphate; F6P, fructose-6-phosphate; G6P, glucose-6-phosphate; 6PGL, 6-phosphoglucono-D-lactone, 6PG, 6-phosphogluconate; KDPG, 2-keto-3-deoxy-6-phosphogluconate; 1,3PG, 1,3-biphosphoglycerate; 3PG, 3-phosphoglycerate; 2PG, 2-phosphoglycerate; PEP, phosphoenolpyruvate.

### LDIs Did Not Create Bottlenecks in the Glucose and Xylose Assimilation Pathways

Although the expression of glucose and xylose metabolism genes was not affected by LDIs, the enzymes in these pathways may themselves be inhibited. We used our metabolomics to look for the accumulation of intermediate metabolites, which could indicate an enzymatic block in metabolism pathways. All metabolites in glucose and xylose assimilation pathways, except 6-phosphogluconate, 1,3-phosphoglycerate, phosphoenolpyruvate, acetaldehyde, and ethanol, were quantitated (Figure 9, Supplementary Figures S1, S2, and Supplementary Table S3). Many metabolites, including of 2-keto-3-deoxy-6-phosphogluconate, 2-phosphoglycerate, 3-phosphoglycerate, 6-phosphogluconate, fructose-6phophase, fructose, pyruvate, ATP, GTP, and glucose decreased from T1 to T4 in both SynH3 and SynH3^–^. However, there were no significant differences in the levels of these metabolites in SynH3 compared to SynH3^–^. Lower levels of these metabolites during xylose metabolism (T3 and T4) can be attributed to glucose depletion, slow xylose uptake, and reduced carbon flux. Levels of pentose phosphate pathway metabolites xylulose-5-phosphate, ribulose-5-phosphate, ribose-5-phosphate, sedoheptulose-7-phophate, and shikimate were elevated at T2, T3, or both, indicating flux from xylose metabolism, but ultimately these metabolites decreased by T4. Importantly, the levels of these metabolites were similar or slightly reduced in SynH3 compared to SynH3^–^. The levels of xylulose, xylonic acid, *cis-*aconitate, xylitol, and GMP increased in both SynH3^–^ and SynH3 from T1 to T4, but their levels were similar or higher in SynH3^–^ than SynH3 at T4 (Supplementary Figure S1). Greater consumption of xylose in SynH3^–^ likely contributes to the higher levels of these metabolites compared to SynH3. The production of xylonic acid and xylitol was an important contributor to reduced efficiency of xylose conversion to ethanol in the presence of LDIs.

## Discussion

Using a synthetic mimic of 9% glucan corn stover hydrolyzates, we directly probed the impacts of microbial inhibitors present in lignocellulosic hydrolyzates on *Z. mobilis* 2032 during batch fermentations. By collecting multiomic samples to quantitate transcript, protein, and metabolite levels, we found that the cellular response of *Z. mobilis* 2032 to LDIs is complex, and varied over the course of our fermentations. We observed multiple relevant changes including, but not limited to, upregulation of sulfur assimilation and metabolism, upregulation of RND efflux transporters and downregulation of a Type I secretion system, accumulation of mannose sugar phosphates, depletion of glutathione, and upregulation of general stress response genes in response to LDIs. Although we observed fewer differentially expressed proteins by proteomics analysis compared to transcriptomic changes, many of the differentially expressed genes and proteins have also been identified in previous studies of LDI stress responses (He et al., 2012a, b; Yang et al., 2014a; Yi et al., 2015). Transposon-enabled chemical genomics has also been used characterize stress responses of *Z. mobilis* to biomass hydrolyzates and LDIs (Skerker et al., 2013; Zhang et al., 2018). Many of the genes identified by our study were also identified as hydrolyzate tolerance genes study (Skerker et al., 2013), further supporting a role for these genes in mitigating LDI toxicity.

The upregulation of the ZMO0282-0285 and ZMO1429-1432 RND family efflux transporter systems in SynH3 could be an effective method of detoxification be removing LDIs from the cytosol. Interestingly, Skerker et al. (2013) only identified the ZM01429-1432 RND efflux system as important for hydrolyzate tolerance. We only observed upregulation of ZMO1429-1432 by RNA-Seq during xylose-metabolizing stages (i.e., T3 and T4). Neither of these efflux systems were differentially expressed under ethanol or acetate stress (He et al., 2012a; Yang et al., 2014a). In contrast, furfural stress induced downregulation of ZMO0285, ZMO1429, ZMO1431, and ZMO1432 after 24 h (He et al., 2012b). However, both ZMO0282 and ZMO0283 were found to be upregulated in response to phenolic aldehydes, including 4-hydroxybenzaldehyde, syringaldehyde, and vanillin (Yi et al., 2015). 

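At T1 ZMO1429, ZMO1430 and ZMO1432 had log2 fold changes of 0.14, -0.09 and -0.04 over the study's 22 libraries, and at T2 0.31, 0.30 and 0.01. None of these passed (lowest adjusted p = 0.0929) with edgeR or DESeq2, and 0 at T1 and 2 at T2 had an unadjusted p under 0.05. The effect was larger at T4 than at T1 for 3 genes over the 22 libraries, with ZMO1429 at 1.40 (standard error 0.19, adjusted p = 7.11e-06), and for 1 over all 24 (1.26, adjusted p = 2.75e-04). It was also larger at T4 than at T3, by 1.18 (adjusted p = 3.58e-05) for ZMO1429, 0.52 (adjusted p = 0.0151) for ZMO1430 and 0.49 (adjusted p = 0.0395) for ZMO1432 over the 22. With the full set the differences were 1.18 (adjusted p = 7.23e-04), 0.52 (adjusted p = 0.266) and 0.49 (adjusted p = 0.491) over all 24. SynH3 T1 replicate 2 and SynH3 T2 replicate 1 had 301 and 203 CPM of ZMO1429, and with them the log2 fold changes at T1 and T2 were 0.28 (adjusted p = 0.461) and 0.36 (adjusted p = 0.115).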

Our SynH3 recipe included 4-hydroxybenzaldehyde, syringaldehyde, vanillin, and furfural. These results underscore the importance of efflux pumps in helping *Z. mobilis* alleviate LDI toxicity. Recent work in *E. coli* found that upregulation of the *cusCFBA* efflux system was able to increase osmotolerance (Xiao et al., 2017), suggesting that upregulation of efflux systems in *Z. mobilis* may similarly contribute to osmotolerance in addition to LDI detoxification.

A decrease in protein secretion also appears to be an important cellular response to LDIs as was indicated by downregulation of the Type I secretion system at ZMO0253-0255 at T1. Changes in the expression of this operon in response to ethanol, acetate, furfural, or other LDI stress are not reported (He et al., 2012a, b; Yang et al., 2014a; Yi et al., 2015). Type I secretion systems are involved in the secretion of proteins from the cytoplasm to the extracellular medium in a single step for diverse purposes, including nutrient acquisition or bacterial virulence. The secreted substrates of this system are unknown in *Z. mobilis* making it difficult to interpret this result, but one possibility is reduced availability of energy for protein secretion leading to downregulation of expression.

At T1 many sulfur assimilation and sulfur metabolism genes were upregulated including the *de novo* cysteine biosynthesis operon *cysCNDG1HIJ* (ZMO0003-0009). Several studies have reported upregulation of these and other sulfur metabolism genes in response to furfural, acetate, and phenolic aldehydes (He et al., 2012a; Yang et al., 2014a; Yi et al., 2015). Chemical genomics identified ZMO0003, ZMO007-0009, and the iron-sulfur cluster assembly accessory protein ZMO0429 as important for hydrolyzate tolerance (Skerker et al., 2013). Likewise, several studies in *E. coli* have demonstrated the importance of sulfur assimilation in response to a number of stresses including LDIs and radical oxidative species (Miller et al., 2009). Previously, we observed up-regulation of *cys* genes in *E. coli* grown in SynH containing LDIs and suggested the effect might be caused by the impact of LDIs on cellular energetics (Keating et al., 2014). In *Salmonella enterica* serovar Typhimurium, CysJIH are proposed to protect against reactive oxygen species (ROS) induced by antibiotics or other compounds (Álvarez et al., 2015). Sulfur assimilation stress, which is also critical for maintenance of iron-sulfur cluster formation, clearly is a proximate of LDIs in *Z. mobilis* as well as other bacteria.

Skerker et al. (2013) proposed that an increased demand for sulfite and cysteine may be connected to a decrease in glutathione availability when *Z. mobilis* is grown in lignocellulosic hydrolyzates. Consistent with this hypothesis, we observed an almost sevenfold decrease in reduced glutathione (GSH) between T1 and T4 for cells grown in SynH3 (Figure 8). Furthermore, GSH levels were lower in SynH3 compared to SynH3^–^ at all timepoints. An increased demand for GSH is consistent with the role of GSH in cellular responses to many toxic compounds and stresses (Ferguson and Booth, 1998; Carmel-Harel and Storz, 2000; Pompella et al., 2003). GSH is also important for maintaining redox balance in the cytoplasm and for post-translational modification of proteins. The decrease in intracellular GSH in cells grown in SynH3 relative to SynH3^–^ may arise from increased GSH export, increased GSH conjugation to proteins and other substrates, such as LDIs, downregulation of GSH biosynthetic genes, inhibition of biosynthetic proteins, or limited availability of precursor substrates. Although we were unable to measure intracellular cysteine in our samples, upregulation of *cysCNDG1HIJ* suggests a decrease cysteine pools, activated sulfur pools, or both. Thus cysteine limitation, along with a decrease in glutamic acid at T3 and T4, may be the key contributor to decreased GSH levels in SynH3. Interestingly GSH biosynthesis genes *gshA* and *gshB* were downregulated at T3 which likely contributed to decreased GSH levels. Although decreased *gshAB* expression may appear contradictory to GSH stress, *gshAB* may be downregulated in response to cysteine limitation, by decreased cellular activity, or both. Notably sulfur assimilation is one of the most energetically costly cellular processes, suggesting a simple possibility that energy stress resulting from cellular responses to LDIs may compromise sulfur assimilation and thereby impact sulfur-containing metabolites.

We also observed a marked intracellular accumulation of mannose-1P and mannose-6P at T3 and T4. Though mannose sugar phosphate accumulation occurred in both SynH3^–^ and SynH3, this accumulation was greater in SynH3 which may be attributed, in part, to upregulation of mannose-1-phosphate guanylyltransferase (ZMO1233) specifically in SynH3 at T4. Mannose uptake from the medium, and subsequent accumulation, likely occurs via facilitated diffusion by Glf (ZMO0366) which, in addition to glucose and xylose, has been shown to aid D-mannose uptake in *Z. mobilis* (Weisser et al., 1996). Accumulation of mannose sugar phosphates has not been previously reported for *Z. mobilis* grown in lignocellulosic hydrolyzates nor is mannose a metabolizable substrate of *Z. mobilis* 2032. In *E. coli*, increased levels of sugar phosphates are known to contribute to cellular toxicity via methylglyoxal production and other unknown mechanisms (Kadner et al., 1992). It is unknown if sugar phosphate accumulation causes toxicity in *Z. mobilis*, but if it is possible that mannose phosphate accumulation in SynH3 at T3 and T4 could exacerbate LDI toxicity, possibly to an extent that the cells cannot recover. 

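ZMO0760 (*gloA2*), for a glyoxalase family protein, had 97.2 ± 5.87 (SD, n = 3) CPM in SynH3 and 179 ± 9.88 (SD, n = 3) in SynH3- at T4. Its log2 fold change was -0.88 (standard error 0.10, adjusted p = 3.05e-07) over the study's 22 libraries. ZMO0759, for hydroxyacylglutathione hydrolase, had -0.67 (standard error 0.09, adjusted p = 3.84e-06). Both passed without each library of the 22 in turn. From T1 to T3 the values were 0.10, -0.15 and -0.17 for ZMO0759 and 0.16, -0.04 and -0.09 for ZMO0760, and none passed. In all 24 libraries ZMO0759 had -0.68 (adjusted p = 0.0251) and ZMO0760 -0.88 (adjusted p = 0.00916) at T4, and neither passed. In that set ZMO0760 passed without SynH3 T1 replicate 2 (adjusted p = 7.07e-04) or SynH3 T2 replicate 1 (0.00143), and with DESeq2 (0.00127).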

Interestingly, Skerker et al. (2013) identified a putative methylglyoxal detoxification system (*gloAB)* at ZMO0759-0760 as important for hydrolyzate tolerance, but both these genes were downregulated at T4 in SynH3. Two additional *gloA* genes are predicted in *Z. mobilis* 2032. Although *Z. mobilis* appears to lack a methylglyoxal synthase gene, the presence of multiple *gloA* genes suggests otherwise and warrants further investigation into whether *Z. mobilis* can produce methylglyoxal, particularly in response to sugar phosphate accumulation. Introduction of phosphomannose-isomerase (*pmi*) into *Z. mobilis* 2032 could help to mitigate potential toxicity due to mannose sugar phosphate accumulation while also providing an additional carbon source for ethanol production (Weisser et al., 1996).

Xylose is the most abundant C5 sugar in lignocellulosic biomass hydrolyzates. Complete conversion of xylose is an important requirement for an industrial biorefinery. Here, we demonstrated that LDIs are a major contributor to poor xylose utilization in *Z. mobilis* 2032 through the use of synthetic hydrolyzates with and without LDIs added. Although we have identified several cellular responses of *Z. mobilis* 2032 to LDI stress, the mechanisms by which LDIs specifically inhibit xylose utilization in *Z. mobilis* remain elusive. In *E. coli*, Pisithkul et al. (2015) found that feruloyl amide and coumaroyl amide act as potent and fast-acting inhibitors of purine and pyrimidine biosynthetic pathways. The block in *de novo* nucleotide biosynthesis leads to growth inhibition and subsequent cessation of carbon metabolism. However, we did not observe LDI-specific impacts on the expression patterns of glucose or xylose metabolizing genes in *Z. mobilis* nor did we observe any metabolic blocks in these pathways.

Overall, xylose flux appeared to be lower in SynH3 compared to SynH3^–^. Less carbon flux would result in production of less ATP and NAD(P)H, which are needed to mitigate LDI toxicity. Decreased flux may be due to decreased xylose uptake, decreased metabolic processing of xylose, or both. 

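*glf* (ZMO0366), for the facilitator of glucose and xylose uptake, had 7465 ± 236 (SD, n = 2) CPM in SynH3 and 8687 ± 2159.8 (SD, n = 3) in SynH3- at T1 over the study's 22 libraries. At T4 it had 1507 ± 522 (SD, n = 3) CPM in SynH3 and 1458 ± 289 (SD, n = 3) in SynH3-. From T1 to T4 it fell by 2.58 on the log2 scale in SynH3- (adjusted p = 1.73e-09) and by 2.31 in SynH3 (adjusted p = 2.77e-08). With the full set it fell by 2.58 (adjusted p = 9.00e-06) and 2.90 (adjusted p = 2.50e-06). Between the media it had -0.22 (adjusted p = 0.685), -0.48 (adjusted p = 0.178), 0.20 (adjusted p = 0.514) and 0.05 (adjusted p = 0.860) from T1 to T4 over the 22. In all 24 it had 0.37 (adjusted p = 0.707), 0.18 (adjusted p = 0.789), 0.20 (adjusted p = 0.799) and 0.05 (adjusted p = 0.930). None passed in either set.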

Glucose and xylose uptake occur *via* facilitated diffusion by Glf (ZMO0366). *glf* expression decreases over the course of our batch fermentations, but *glf* is not differentially expressed between SynH3^–^ and SynH3 (Supplementary Tables S1, S6). Higher accumulation of mannose phosphates in SynH3 would require increased uptake of D-mannose *via glf*, which could limit *glf* availability for xylose and thus reduce xylose uptake. Alternatively, increased cellular efflux, *via* upregulation of ZMO0282-0285 and ZMO1429-1432, could contribute to xylose efflux, by competing with Glf for space in outer and inner membranes (IM), or both. Recent studies have found that increased expression of non-PTS carbohydrate transporters (e.g., xylose transporter) by growth on alternative carbon sources or overexpression of unrelated IM proteins competes with antibiotic efflux systems for inner and outer membrane space in gram-negative bacteria. In these studies, competition for IM space decreased efflux-mediated resistance to different antimicrobial compounds (Villagra et al., 2012; Hidalgo et al., 2018). Conversely, in *Z. mobilis*, efflux pump upregulation could affect xylose transport in an analogous manner since Glf may not be efficient at xylose transport.

Reduced xylose flux could also be driven by a decrease in cellular metabolism. The production of xylitol and xylonic acid observed at T3 and T4 in both SynH3^–^ and SynH3 reduced the efficiency of xylose conversion to ethanol and subsequent NAD^+^ renewal. Furthermore, xylitol production via xylose reductase (ZMO0976) consumes NAD(P)H (Agrawal and Chen, 2011). We recently reported that *Z. mobilis* 2032 contains a single adenosine insertion in ZMO096 that causes a frameshift and subsequent premature stop codon after 235 amino acids (Yang et al., 2018). The activity of truncated xylulose reductase is unknown but our results suggest the truncated ZMO0976 may still be active or that glucose-fructose oxidoreductase (ZMO0689) may be producing xylitol *in vivo* (Zhang et al., 2009). In *Gluconobacter*, glucose dehydrogenase oxidizes glucose to gluconic acid and xylose to xylonic acid. In some bacteria, two enzymes are involved: xylose dehydrogenase catalyzes the 1st step to convert xylose to D-xylono-γ-lactone and xylonolactonase converts it to xylonic acid. It is also suggested that ZMO1649 (Gluconolactonase) might convert xylose to xylonic acid (He et al., 2014), but an experimental test remains to be performed. A few glucose dehydrogenases were also found in *Z. mobilis*, but it is unknown if these enzymes could also catalyze the conversion of xylose to xylonic acid.

Given that *Z. mobilis* metabolism of glucose is largely unaffected by LDIs, metabolic changes accompanying a shift to xylose metabolism are likely impeding the ability of *Z. mobilis* to manage the toxic effects of LDIs. Sulfur assimilation is an energy intensive process, requiring 2 ATP, a reduced thioredoxin, and 3 NADPH per atom of sulfur that is activated and assimilated. Several studies in *E. coli* have proposed that cells lose reducing power due to consumption of NAD(P)H for detoxification of LDIs which in turn inhibits sulfur assimilation (Miller et al., 2009). When the high energy demands of detoxification and sulfur assimilation are considered, it seems likely that inefficient xylose metabolism is unable to support the cofactor and energy needs of *Z. mobilis* in the presence of high levels of LDIs. Methods for improving xylose uptake and subsequent conversion to ethanol in lignocellulosic hydrolyzates with high LDIs may help to overcome the metabolic burden of LDI toxicity. Our findings suggest several avenues for future efforts aimed at elucidating the mechanisms of LDI toxicity and at improving xylose uptake and conversion in *Z. mobilis*.

## Data Availability Statement

The datasets generated for this study can be found in the RNA-Seq data are available through the National Biotechnology Center Gene Expression Omnibus under accession number GSE135718. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2019) partner repository with the dataset identifier PXD015007.

## Author Contributions

YZ, JV, TS, and RL designed the project, analyzed data, and wrote the manuscript with input from all authors. DX, JS, and EP generated synthetic hydrolyzate, synthesized LDIs, conducted fermentation experiments, and analyzed data. JR, AH, and JC performed metabolites and proteomic quantitation and data analysis. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

FIGURE S1 Metabolite changes over time course of batch fermentations. Heatmaps displaying the change in metabolite concentrations calculated as the log2 fold change (lfc) of metabolites at each timepoint relative to T1. T1-relative fold change values were calculated within a given medium such that only SynH3 values were compared to SynH3 T1 and only SynH3^–^ values were compared to SynH3^–^ T1. Yellow denotes positive fold change values and an increase in metabolite levels from T1, turquoise denotes negative fold change values and a decrease in metabolite levels from T1, dark gray squares denote that a fold change value could not be calculated due to missing values for that metabolite.

FIGURE S2 Metabolite changes in SynH3 relative to SynH3^–^ at each timepoint. Heatmaps displaying the log2 fold change (lfc) of metabolites in SynH3 relative to SynH3^–^ at each timepoint. Yellow denotes positive fold change values and an increase in metabolite levels in SynH3, turquoise denotes negative fold change values and a decrease in metabolite levels in SynH3, dark gray squares denote that a fold change value could not be calculated due to missing values for that metabolite.

TABLE S1 Compiled RNA-Seq differential expression results.xlsx.

TABLE S2 Compiled proteomics differential expression results.

TABLE S3 Compiled metabolomics results.

TABLE S4 Gene ontology and KEGG pathway gene set enrichment analysis of Bi-clustering gene clusters.

TABLE S5 Top list of SynH3 upregulated genes at T1 stage. Four different colors indicate four gene clusters.

TABLE S6 The expression of genes involved in the conversion of glucose and xylose into ethanol at four different stages.

How the deposited data were processed for this re-analysis (not part of the article)

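The expected counts were made by the authors, who trimmed reads with Trimmomatic 0.30, aligned them with Bowtie 1.0.0 and estimated strand-specific counts per gene with RSEM 1.2.3. The table holds 1910 features, among them the plasmid genes and the introduced xylose genes, and no rRNA or tRNA features. The authors' deposited tables, 1 per time point, hold a mean signal of size-factor scaled counts, which the authors computed over their retained libraries. They also hold log2 fold changes with standard errors, which the authors computed with DESeq2 1.14.1 on R 3.3.0, the statistic (a Wald score by the authors' DESeq2) and the p-values with their adjustment by the authors. These tables served only to identify the libraries of the study and to set values beside the paper, and no test was run on them.

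Expected counts were rounded, and genes with a sum under 5000 over the libraries of a fit were left out, as in the study. Libraries were scaled by TMM, and 8 groups (2 media at 4 time points) were fitted with the quasi-likelihood method of edgeR 4.0.16 on R 4.3.3. Contrasts were SynH3 over SynH3- at each time point, T4 over T1 within each medium, and the differences of the effect of SynH3 between T4 and T1, T4 and T3, and T1 and the mean of T2 to T4. The Benjamini-Hochberg adjustment was over all tested genes of a contrast. The limits were those of the study at each time point and 0.05 for the other contrasts. All 24 libraries, the study's 22 and those that pass the study's Pearson limit of 0.95 were each fitted. The design with all 24 libraries and a repeat on the libraries the study retained were fixed before the data were examined, and which 22 these are was identified after, from the deposited means.

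Gene lists, 40 in number with at least 3 tested genes, were of 2 kinds. Those named by the study were chosen by it on these samples. The other lists were made from annotation, for functions such as ribosomes, amino acid and nucleotide synthesis, energy, iron, stress and the plasmids, before any test, and do not hold every gene of a function. Each list was counted past the limit, with adjustment over the list alone, and tested at 4 time points (160 tests per set of libraries) by camera of limma 3.58.1 with a preset correlation of 0.01, by camera with an estimated correlation and by fry. Camera with its preset correlation called 31 of the 160 over the 22 libraries and 29 over all 24, and with an estimated correlation 8 and 4. Under other groupings of all 24 libraries the preset correlation called a median of 30, so a call by it alone does not exclude chance.

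Genes printed in the text were chosen by a rule. It takes every gene the study names in its Results or Discussion or lists in Tables S5 and S6, the 10 largest changes each way at each time point past the limit without overlap of the groups, and the 5 largest each way for the difference of T4 from T1. The values in the tables of the study had been seen when the rule was written. Levels are CPM after TMM with the SD between libraries. Standard errors come from the F statistic of the model, with a gene's spread taken over all groups.

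Alternatives were size factors of the RLE type, total counts alone, DESeq2 1.42.0, no filter, the filter of edgeR, each time point alone, a limit of 0.05, an added limit of 1 on the log2 fold change, the replicate number as a block over both media or within a medium, counts not rounded, the features of *xylA* and *xylB* summed, and each library left out in turn. The terms of the block within a medium overlap with the difference between media, so its calls were read only for differences between time points. Principal components and shares of variance took log2 CPM with a prior count of 2, with a prior of 0.5, scaled genes and the 500 most variable genes as alternatives. Other groupings of the libraries were refitted, 10 for 3 against 3, 100 drawn for results over several time points and 10 of whole fermentations by replicate number. Changes placed into simulated counts were recovered over the 22 libraries at T1 for 60% of 50 genes at a fold of 1.5 and 98% at 2, and at T4 for 34% and 90%. Over all 24 they were recovered for 16% and 64% at T1 and 4% and 58% at T4. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 made the tables and figures. The proteomic and metabolite measurements were not used here.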

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

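All tests of explanations given here were chosen after the results they address had been seen.

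A set of 3 libraries departed from their replicates in the same way, SynH3 T1 replicate 2 and SynH3 T2 replicate 1, which the study left out, and SynH3- T1 replicate 1, which it used. Across genes their log2 deviations from the other replicates correlate, with r of 0.882 between the left-out pair. Among all 3 pairs r was at least 0.836, and other pairs ran from -0.690 to 0.553. The lowest was that of SynH3- T1 replicate 3 with SynH3 T2 replicate 1. The mean that replicate 3 is set against holds SynH3- T1 replicate 1, so part of this negative r is built in. In the left-out pair 160 and 177 genes lie 2-fold or more above the retained replicates, and 274 and 279 below. The departure of SynH3- T1 replicate 1 is smaller, with 2 genes above and 5 below. The SD of its deviations is 0.34, against 0.90 and 0.88 in the pair and 0.32 in SynH3- T1 replicate 3. The tables argue against exchanged media for the 2 SynH3 libraries. There ZMO0282, ZMO0283 and ZMO0285 lie a median of at least 2.11 (log2) above the highest SynH3- library of the time point. They argue against low depth, since the lowest of the 3 has 10863923 counts and other libraries go down to 9553191. With the changes between neighbouring time points in SynH3, the deviations of the left-out pair had r of largest size -0.27. The deviations and these changes both hold the mean of the retained libraries, which shifts r. The value therefore does not decide on a shift between these stages. A stage before T1 was not sampled, so the test does not cover it. On the first component over all 24 the 3 libraries lie at -46.4, -22.6 and -38.6, each further to the T1 side than its replicates. A property of these libraries that spans media and time points, such as RNA handling, may be the source, and its nature stays open. It includes plasmid genes, whose medians are -1.06, -1.07 and -0.56, and ZMO0263 to ZMO0270, with -1.57, -1.37 and -0.67, and whether it accounts for the decrease of that cluster at T4 was not tested. Across genes the effect of SynH3 over the 22 libraries was set against the mean deviation of the left-out pair. From T1 to T4 r was -0.33, -0.16, 0.29 and 0.37. The retained SynH3 libraries of T1 and T2 enter that deviation and the effects at T1 and T2 with opposite signs. The negative r at T1 and T2 is therefore in part built in and cannot be compared with T3 and T4.

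The rise of *cysCNDG1HIJ* in SynH3 at T1 rests on 2 of 3 fermentations, with the third, SynH3 T1 replicate 2, at a median of -2.61 (log2) against the others. Of the libraries that share its deviation, SynH3 T2 replicate 1 has a median of -0.16 for these genes and SynH3- T1 replicate 1 has 0.21. This does not decide whether the shared deviation accounts for the low level, since the operon was not raised in SynH3 at T2. The other sulfur genes the study names have medians of -3.19 in SynH3 T1 replicate 2, -1.02 in SynH3 T2 replicate 1 and -0.16 in SynH3- T1 replicate 1. An exchange of media is argued against by the RND genes, at 2.11 above the highest SynH3- library. A fermentation that took up or used sulfur at another time may be the source, which was not tested and cannot be tested with 1 library. The 2 retained libraries differ as well, with *cysD* (ZMO0005) at 1205 and 474 CPM.

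Of 98 plasmid genes tested at T4, 44 were lower in SynH3 and 9 higher over the 22 libraries, and 19 and 6 over all 24, and as a list they gave adjusted p = 0.936 and 1.000 by camera with an estimated correlation. A lower copy number of ZMOp32 and ZMOp39, with medians of 0.13 (SD 1.22) and -0.74 (SD 0.70) over all 24 libraries, or of ZMOp33 and ZMOp36, with -0.59 (SD 0.75) and -0.30 (SD 0.98), cannot be told apart from lower expression, as the genes of each plasmid spread widely. Taking off the part that goes with the deviation shared by the 3 libraries over chromosomal genes moves the median of all 98 over the 22 libraries from -0.37 (SD 0.94) to -0.18 (SD 0.91), and that of the 44 from -1.20 to -0.90. Expression, copy number and the shared deviation stay open, since genes picked for being lower stay lower on the chromosome too, with -0.73 left of -0.83.

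The effect of SynH3 differed between T4 and T1 for 847 genes over the 22 libraries and 352 over all 24. For the sulfate assimilation operon the effect at T1 was larger than later for 7 genes over the 22 and 5 over all 24. ZMO0281 gained 4.97 (log2) from T1 to T4 over the 22 and 5.31 over all 24. In ZMO1429 to ZMO1432 the effect was larger at T4 than at T3 for 3 genes over the 22 and 1 over all 24. The secretion genes ZMO0252 to ZMO0255 had a higher effect at T4 than at T1 for 3 genes over the 22 and 2 over all 24, and the stress genes the study names for 5 in either set. Over all 24 libraries *clpA* (ZMO0405) was higher at T4 by 2.15, and *ribA* (ZMO1698) and *aroD* (ZMO0737) had -2.94 and -2.33. *clpB* (ZMO1424) had -1.06 at T3 in the same set.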

How the results depend on the processing

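A repeat on the libraries the study retained was an alternative fixed earlier, as were the settings run over all 24. Which 22 libraries these are was identified later, from the deposited means, and each further setting run on the 22, DESeq2 with a limit of 0.05 and the tests against other groupings were chosen after values were seen. Of 439 results of named genes, none that passed its limit in its set of libraries or under an alternative had the opposite sign in the other. Results that did not pass could change sign, such as *glf* (ZMO0366) at T1, with 0.37 (adjusted p = 0.707) over all 24 and -0.22 (adjusted p = 0.685) over the 22. Groups hold between 2 and 3 libraries, and the methods give the share of simulated changes that was recovered. This share was higher over the 22 libraries than over all 24, where the dispersion is larger. It does not single out the number of libraries as the limit. Depth ran from 9553191 to 14449408 counts, and its effect on calls was not tested. The alternative that keeps rRNA and tRNA features was not run, since the count table holds none.

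The numbers called moved with the setting as follows, and the cause was not tested. For sugar conversion they count genes called at 1 or more time points, and for the RND systems gene results summed over time points. With RLE size factors the numbers over all 24 libraries were 37 for T3 and 4 for the *cys* operon at T1. The 22 gave 1 for sugar conversion. With scaling by total counts alone the numbers over all 24 libraries were 172 for T3, 3 for the ZMO1429 system and 11 for lower plasmid genes. The 22 gave 534 for T3 and 6 for the ZMO1429 system. With DESeq2 the numbers over all 24 libraries were 49 for T1, 129 for T2, 124 for T3, 597 for any time point, 6 for the *cys* operon at T1, 1 for sugar conversion and 30 for lower plasmid genes. The 22 gave 237 for T2 and 4 for sugar conversion. With no filter the numbers over all 24 libraries were 37 for T3. With the filter of edgeR the numbers over all 24 libraries were 37 for T3. With each time point fitted alone the numbers over all 24 libraries were 2 for T1, 1 for T2, 147 for T3, 524 for T4, 585 for any time point, 0 for the *cys* operon at T1, 3 for the ZMO1429 system, 0 for Type I secretion at T1 and 40 for lower plasmid genes. The 22 gave 8 for T1, 259 for T2, 147 for T3, 3 for the *cys* operon at T1, 0 for Type I secretion at T1 and 0 for sugar conversion. With a limit of 0.05 the numbers over all 24 libraries were 30 for T1, 195 for T2, 193 for T3, 671 for T4, 842 for any time point, 6 for the *cys* operon at T1, 3 for the ZMO1429 system, 3 for sugar conversion and 34 for lower plasmid genes. The 22 gave 376 for T2, 612 for T3, 5 for the ZMO1429 system and 5 for sugar conversion. With an added log2 fold change of 1 the numbers over all 24 libraries were 8 for T1, 12 for T2, 17 for T3, 155 for T4, 176 for any time point, 161 for T4 against T1 and 0 for Type I secretion at T1. The 22 gave 27 for T1, 22 for T2, 34 for T3, 219 for T4, 269 for any time point, 290 for T4 against T1, 986 for time course in SynH3-, 922 for time course in SynH3, 1 for the ZMO1429 system, 1 for Type I secretion at T1, 1 for sugar conversion and 28 for lower plasmid genes. With the study's 22 libraries the numbers were 57 for T1, 138 for T2, 271 for T3, 720 for T4, 933 for any time point, 847 for T4 against T1, 7 for the *cys* operon at T1, 3 for the ZMO1429 system, 4 for Type I secretion at T1, 2 for sugar conversion and 44 for lower plasmid genes. With the libraries that pass the Pearson limit the numbers were 59 for T1, 168 for T2, 332 for T3, 689 for T4, 948 for any time point, 858 for T4 against T1, 7 for the *cys* operon at T1, 3 for the ZMO1429 system, 4 for Type I secretion at T1, 1 for sugar conversion and 41 for lower plasmid genes. With DESeq2 with a limit of 0.05 the numbers over the study's 22 libraries were 138 for T1, 408 for T2, 642 for T3, 5 for the ZMO1429 system and 5 for sugar conversion. With camera with an estimated correlation the numbers over all 24 libraries were 4 for gene lists. The 22 gave 8 for gene lists. With fry the numbers over all 24 libraries were 15 for gene lists. With genes scaled the numbers over the study's 22 libraries were 78.5 for variance by time point (%). With 500 most variable genes the numbers over the study's 22 libraries were 90.5 for variance by time point (%).

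Whether replicate numbers pair the samples was examined by the correlation of deviations from the group mean. Between media at a time point the median r was -0.15 for pairs of the same number and 0.07 for others, and within a medium 0.16 and -0.07, so a pairing of time points within a medium is not excluded. The mean holds all replicates, so a departing library moves the values of its replicates. With the block within medium T4 against T1 had 328 genes over all 24 libraries and 929 over the 22. With the replicate number as a block the numbers over all 24 libraries were 29 for T3. With the replicate block within medium the numbers over all 24 libraries were 3 for the *cys* operon at T1 against later.

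Leaving out 1 library at a time moved the numbers as well, and the library is given in brackets. Over the 22, leaving out a SynH3 library of T1 or T2 leaves 1 in its group, with the spread taken from the other groups. Over all 24 libraries they ran from 8 (without SynH3- T1 replicate 3) to 34 (without SynH3 T1 replicate 2) for T1, from 13 (without SynH3- T2 replicate 3) to 89 (without SynH3 T1 replicate 2) for T2, from 9 (without SynH3- T3 replicate 3) to 92 (without SynH3 T2 replicate 1) for T3, from 213 (without SynH3 T4 replicate 3) to 453 (without SynH3 T2 replicate 1) for T4. They ran from 238 (without SynH3 T4 replicate 3) to 568 (without SynH3 T1 replicate 2) for T4 against T1, from 0 (without SynH3- T1 replicate 2) to 7 (without SynH3 T1 replicate 2) for the *cys* operon at T1, from 1 (without SynH3- T1 replicate 2) to 7 (without SynH3 T1 replicate 2) for the *cys* operon at T1 against later, from 1 (without SynH3- T1 replicate 1) to 3 (without SynH3 T1 replicate 2) for the ZMO1429 system. They ran from 1 (without SynH3- T1 replicate 2) to 3 (without SynH3 T2 replicate 1) for Type I secretion at T1, from 0 (without SynH3- T1 replicate 1) to 1 (without SynH3 T4 replicate 1) for sugar conversion, from 11 (without SynH3 T4 replicate 1) to 30 (without SynH3 T2 replicate 1) for lower plasmid genes. Over the 22 they ran from 33 (without SynH3 T1 replicate 1) to 61 (without SynH3- T1 replicate 2) for T1, from 25 (without SynH3 T2 replicate 3) to 178 (without SynH3- T1 replicate 1) for T2, from 116 (without SynH3- T3 replicate 3) to 343 (without SynH3- T1 replicate 1) for T3, from 2 (without SynH3 T1 replicate 3) to 4 (without SynH3 T1 replicate 1) for Type I secretion at T1. They ran from 1 (without SynH3 T3 replicate 1) to 4 (without SynH3 T4 replicate 1) for sugar conversion.

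Other groupings of the same libraries give 10 for 3 against 3, too few for a share under 0.05. The real grouping and the highest other gave 18 and 9 genes at T1, 40 and 0 at T2, 58 and 0 at T3 and 320 and 0 at T4, 2 and 6 for the *cys* operon at T1, 2 and 0 for Type I secretion, and 19 and 0 for lower plasmid genes. They gave 1350 and 0 genes for the time course in SynH3-, and 1330 and 5 in SynH3. Over the study's libraries they gave 271 and 0 at T3, 720 and 0 at T4 and 44 and 0 for lower plasmid genes. The number of groupings as large, the real one included, was 1 for each of these but the *cys* operon, with 3. Of 100 groupings drawn over several time points, 1 was as large for any time point (384 against at most 315 in the others) and 2 for T4 against T1 (352 against 646). These groupings part the time points of a fermentation, and a pairing within a medium is not excluded, so they do not decide on chance. Whole fermentations, taken by replicate number, give 10 groupings, too few for a share under 0.05, with 384 against 7 for any time point and 352 against 0 for T4 against T1, and 1 as large for each. The study chose the genes of the *cys* operon, the RND systems and Type I secretion on these samples, so other groupings cannot decide on them. The number as large was 4 for the *cys* operon at T1 against later (5 against 5), 1 for the ZMO0282 system (12 against 5) and 7 for the ZMO1429 system (1 against 1). For sugar conversion the real count was 0 by edgeR, as was the highest other, so all 100 groupings were as large and decide nothing (8, 1, 3 and 3 genes from T1 to T4 had an unadjusted p under 0.05, and DESeq2 called 1). Chance is not excluded for gene lists, with 62 (29 against at most 51 and a median of 30 in the others). Camera with its preset correlation thus called about as many lists under other groupings as under the real one.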

Differences from the paper's values

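The tests over the study's 22 libraries with DESeq2, or with a limit of 0.05, were chosen after the values were seen.

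A count is said to differ where it and the paper's are more than 1.5 times apart. At T1 the paper gives 105 genes and all 24 libraries gave 18, and each of the 36 alternatives set before the data were examined differs from the paper as well, among them the study's 22 libraries with 57. The paper gives 287 at T2 against 40, and the limit of 0.05 (195) is the alternative that does not differ, while the other 35 do. For T3 the paper's 431 stands against 58, and only the libraries that pass the Pearson limit (332) do not differ, while the other 35 do. For T4 the paper's 818 stands against 320, and the limit of 0.05 (671), the study's 22 libraries (720) and the libraries that pass the Pearson limit (689) do not differ, while the other 33 do. For plasmid genes lower at T4 the paper gives 44 against 19. DESeq2 (30), each time point alone (40), the limit of 0.05 (34), the study's 22 libraries (44), the libraries that pass the Pearson limit (41) and leaving out SynH3 T2 replicate 1 (30) do not differ, and the others do. On the study's 22 libraries, chosen after seeing the values, DESeq2 gave 84, 237, 398 and 798 from T1 to T4, the limit of 0.05 gave 77, 376, 612 and 1008, and both together 138, 408, 642 and 1012. By the rule of 1.5 times none of these counts differs from the paper's. None of the 36 alternatives had joined the study's tool, DESeq2, with its 22 libraries. Of the genes the authors call in their deposited table, DESeq2 drops 20, 40, 37 and 23, the limit of 0.05 drops 28, 0, 0 and 0 and both together drop 0, 0, 0 and 0.

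The authors' deposited table holds 104, 277, 430 and 817 genes past the limits from T1 to T4. Every gene called over the 22 libraries is among them, and 47, 139, 159 and 97 of the authors' genes were not called. The paper gives 817 genes at T4 in another sentence. Of the deposited plasmid genes 47 are lower at T4 and 10 higher.

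The paper states that almost all genes are differentially expressed at 1 or more time points, and 54.9% passed over the 22 libraries and 22.4% over all 24, against 67.2% in the authors' deposited table (83.2% at an adjusted p under 0.05). DESeq2 with a limit of 0.05 over the 22, chosen after seeing the values, called 1375 genes at 1 or more time points. The paper has ZMO1429 to ZMO1432 higher at T3, where none passed over the 22 libraries (adjusted p = 0.0281 for ZMO1429, 0.0674 for ZMO1430 and 0.00816 for ZMO1432) or over all 24. In the authors' deposited table the adjusted p at T3 is 0.0141 for ZMO1429, 0.0546 for ZMO1430 and 0.00132 for ZMO1432. Of these, ZMO1432 alone is past the limit there. Scaling by total counts alone raised the median log2 fold change of all genes at T3 by 0.31 in either set. Its calls of higher genes at T3, given here and below, hold this shift. Over the 22 ZMO1429 was called by total counts alone (1.50e-04) and a limit of 0.05. From all 24 ZMO1429 was called by total counts alone (8.73e-04). Over the 22 ZMO1430 was called by total counts alone (1.36e-04). Over the 22 ZMO1432 was called by total counts alone (1.36e-04), DESeq2 (0.00257), leaving out SynH3 T3 replicate 2 (0.00411), leaving out SynH3- T1 replicate 1 (0.00304) and a limit of 0.05. The paper has 5 stress genes higher in the xylose stage, and at T4 all 5 passed, while at T3 1 passed in either set, *groES* (ZMO1928), and *groEL* (ZMO1929) had 0.30 (adjusted p = 0.104), *lexA* (ZMO0199) 0.64 (adjusted p = 0.0118), *ostA* (ZMO1311) -0.09 (adjusted p = 0.641) and *rho* (ZMO1996) 0.54 (adjusted p = 0.00725) over the 22. Over the 22 ZMO1929 was called by total counts alone (8.40e-04). Over the 22 ZMO0199 was called by total counts alone (6.91e-04), DESeq2 (0.00339), leaving out SynH3 T4 replicate 2 (0.00243), leaving out SynH3 T4 replicate 3 (0.00291) and a limit of 0.05. The libraries that pass the Pearson limit called ZMO0199 (0.00243). Over the 22 ZMO1996 was called by total counts alone (1.89e-04), DESeq2 (0.00204), each time point alone (0.00239), leaving out SynH3 T4 replicate 2 (7.76e-04), leaving out SynH3 T4 replicate 3 (0.00201) and a limit of 0.05. From all 24 ZMO1996 was called by total counts alone (0.00201) and each time point alone (0.00236). The libraries that pass the Pearson limit called ZMO1996 (7.76e-04). The paper has *gshA* (ZMO1556) and *gshB* (ZMO1913) lower at T3, and *gshA* had -0.40 (adjusted p = 0.00541) over the 22 libraries and -0.40 (adjusted p = 0.125) over all 24. Over the 22 ZMO1556 was called by DESeq2 (6.15e-04), the replicate block (0.00283), leaving out SynH3 T3 replicate 2 (0.00194), leaving out SynH3 T4 replicate 2 (0.00366), leaving out SynH3- T1 replicate 1 (0.00271), leaving out SynH3- T1 replicate 3 (0.00429) and a limit of 0.05. The libraries that pass the Pearson limit called ZMO1556 (0.00366). *gshB* passed over the 22 libraries (adjusted p = 0.00112) and in the libraries that pass the Pearson limit (0.00124), and not over all 24 (adjusted p = 0.192). In the authors' deposited table both are past the limit at T3, with an adjusted p of 4.05e-04 for *gshA* and 2.30e-05 for *gshB*. The paper has *adhA* (ZMO1236) lower at T3 and T4. At T3 it passed over the 22 libraries (adjusted p = 7.05e-04) and in those that pass the Pearson limit (8.79e-04), not over all 24 (adjusted p = 0.0198), where DESeq2 (0.00295) and a limit of 0.05 called it. At T4 it had -0.71 (adjusted p = 0.00574) over the 22 and -0.71 (adjusted p = 0.0508) over all 24. Over the 22 ZMO1236 was called by DESeq2 (9.40e-04), leaving out SynH3 T3 replicate 2 (0.00206) and a limit of 0.05. For *adhA* the deposited adjusted p is 7.82e-06 at T3 and 0.00114 at T4, both past the limits. Of the 22 genes of Table S6 the paper finds *adhA* alone to differ, and 2 passed at 1 or more time points over the 22 libraries and none by edgeR over all 24 (8, 1, 3 and 3 at an unadjusted p under 0.05 from T1 to T4, and 1 by DESeq2), while the authors' deposited table holds 5 past the limits. Beside *adhA*, *rpe* (ZMO0018) had 0.48 (adjusted p = 0.00140) at T4 over the 22, past the limit, and 0.48 (adjusted p = 0.149) over all 24. *pgi* (ZMO1212) had -0.53 (adjusted p = 0.00502) and -0.53 (adjusted p = 0.0111) at T4, past the limit over the 22 with DESeq2 (8.62e-04) or without SynH3 T3 replicate 2 (0.00213). In the deposited table the adjusted p at T4 is 4.41e-04 for *rpe*, 0.00119 for *pgi* and 1.30e-04 for *adhB*, and 0.00388 at T2 for *adhC* (ZMO1722), which had -0.29 (adjusted p = 0.0276) over the 22. The paper has *adhB* (ZMO1596) unchanged, which had -0.45 (adjusted p = 0.00348) at T4 over the 22 libraries and -0.45 (adjusted p = 0.0127) over all 24. Over the 22 ZMO1596 was called by DESeq2 (9.22e-05), leaving out SynH3 T4 replicate 1 (0.00226), leaving out SynH3- T1 replicate 1 (0.00175) and a limit of 0.05. A limit of 0.05 called it over all 24 as well. The paper reports enrichment of the KEGG pathways of purine metabolism in SynH3 at T1 and of glycolysis and gluconeogenesis in SynH3- at T4 among genes grouped by their profile. Of 13 listed purine synthesis genes 5 (11 over all 24 libraries), and of the 22 genes of Table S6 0, had their highest mean in these groups, though these lists are not those pathways. The paper relates high ZMO0281 to lower expression of the ZMO0282 system at T4. Over the 22 libraries its fold change was smaller at T4 than at T3, while the mean CPM of ZMO0282 and ZMO0283 in SynH3 rose. The mean of ZMO0285 in SynH3 fell. ZMO0284 and ZMO1431, which the paper counts in the RND systems, are not in the count table. The paper names ZMO1336 as *nagE*, which the table annotates as a LysR family regulator, and it names ZMO0339 in a way that differs between its text and Table S6.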

Other observations

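All results in this part are descriptions that were picked out after their values were seen, apart from the gene lists, which were fixed earlier.

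At T4 *ihfB* (ZMO1801), for a subunit of a DNA-bending protein, had 38.9 ± 16.7 (SD, n = 3) CPM in SynH3 and 190.2 ± 24.0 (SD, n = 3) in SynH3- over the study's 22 libraries, a log2 fold change of -2.29 (adjusted p = 1.59e-08), and -2.29 (adjusted p = 6.15e-06) over all 24. *aroD* (ZMO0737), of the shikimate pathway, had -2.33 (adjusted p = 1.01e-11) over the 22. *hemN1* (ZMO0012), for a step of heme synthesis, had 102 ± 26.6 (SD, n = 3) CPM in SynH3 and 22.5 ± 2.60 (SD, n = 3) in SynH3-, with 2.19 (adjusted p = 4.27e-09), and 2.19 (adjusted p = 1.83e-06) over all 24. *rpsD* (ZMO1366), for a ribosomal protein, had 2.03 (adjusted p = 5.86e-10) and 2.03 (adjusted p = 2.18e-08).

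At T2 *serA1* (ZMO1685), of serine synthesis, and *metE* (ZMO1000), of methionine synthesis, had -1.24 (adjusted p = 1.61e-04) and -1.01 (adjusted p = 0.00104) over the 22 libraries, and -0.61 (adjusted p = 0.256) and -0.62 (adjusted p = 0.116) over all 24. Over the 22 *metE* did not pass without SynH3 T2 replicate 2 (adjusted p = 0.0114) or 3 (0.0345). *nifH* (ZMO1823), for nitrogenase reductase, had 1.05 (adjusted p = 0.00104) over the 22 and 1.36 (adjusted p = 7.99e-04) over all 24, and it did not pass without SynH3 T2 replicate 3 (adjusted p = 0.0402) over the 22 or without SynH3- T2 replicate 3 (adjusted p = 0.00856) over all 24. Of the genes of xylose side products, *gnl* (ZMO1649) had 0.79 (adjusted p = 1.63e-04) at T3 over the 22 and 0.79 (adjusted p = 0.00404) over all 24, and *xyrA* (ZMO0976) had -0.62 (adjusted p = 0.00615). Over all 24 *gnl* passed with all libraries, and with 1 left out it passed only without SynH3 T1 replicate 2, SynH3 T2 replicate 1, SynH3 T3 replicate 2, SynH3 T4 replicate 2 or 3, and its adjusted p reached 0.0326 without another library.

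The lists made from annotation leave out some genes of their functions, such as *trpE* (ZMO0468) for aromatic amino acids, *leuA* (ZMO0903), *leuB* (ZMO0677), *leuC* (ZMO0105) and *leuD* (ZMO0106) for branched-chain amino acids, and *mutS* (ZMO1907) and *ruvB* (ZMO0158) for DNA repair. The histidine list lacks *hisF* (ZMO1500), *hisH* (ZMO1502), *hisB* (ZMO1503) and *hisC4* (ZMO0562), of which *hisH* and *hisB* were higher at T3 over the 22 libraries, with 1.14 (adjusted p = 6.87e-04) and 1.05 (adjusted p = 4.53e-05), and *hisC4* at T1, with 3.18 (adjusted p = 8.02e-06). Of 15 listed aromatic amino acid synthesis genes, 0, 0, 3 and 6 were higher and 0, 1, 1 and 2 lower from T1 to T4 over the 22 libraries (0, 0, 3 and 6 and 0, 1, 3 and 2 adjusted over the list alone). All 24 libraries gave 0, 0, 1 and 2 and 0, 1, 0 and 2. Leaving out 1 library gave 0 to 1 lower at T2 over the 22, 0 to 1 lower at T2 over all 24, 1 to 3 higher at T3 over the 22, 0 to 3 lower at T3 over the 22 and 1 to 3 higher at T4 over all 24. Counts scaled by their total gave 4 higher and 0 lower at T3 and 7 higher and 2 lower at T4 over the 22. Of 6 listed branched-chain amino acid synthesis genes, 0, 0, 0 and 3 were higher and 0, 0, 0 and 1 lower from T1 to T4 over the 22 libraries (0, 0, 2 and 3 and 0, 0, 0 and 1 adjusted over the list alone). The 24 libraries gave 0, 0, 0 and 2 and 0, 0, 0 and 1. When 1 library was left out the numbers were 0 to 2 higher at T4 over all 24 and 0 to 1 lower at T4 over all 24. On total counts there were 3 higher and 0 lower at T3 and 4 higher and 1 lower at T4 over the 22. Of 7 listed histidine synthesis genes, 0, 0, 1 and 3 were higher and 0, 0, 0 and 2 lower from T1 to T4 over the 22 libraries (the same adjusted over the list alone). The full set gave 0, 0, 0 and 0 and 0, 0, 0 and 1. By leaving out 1 library they became 0 to 1 higher at T3 over the 22 and 0 to 2 lower at T4 over all 24. From total counts came 3 higher and 0 lower at T3 over the 22. Of 9 listed methionine synthesis genes, 0, 0, 0 and 1 were higher and 0, 1, 2 and 2 lower from T1 to T4 over the 22 libraries (the same adjusted over the list alone). All 24 libraries gave 0, 0, 0 and 0 and 0, 0, 0 and 2. Fits with 1 library fewer gave 0 to 1 lower at T2 over the 22, 0 to 3 lower at T3 over the 22, 1 to 2 higher at T4 over the 22 and 1 to 2 lower at T4 over all 24. With total counts the numbers were 1 higher and 0 lower at T3 and 2 higher and 2 lower at T4 over the 22. Of 10 listed pyrimidine synthesis genes, 0, 0, 3 and 1 were higher and 0, 0, 1 and 3 lower from T1 to T4 over the 22 libraries (the same adjusted over the list alone). The 24 libraries gave 0, 0, 1 and 1 and 0, 0, 0 and 1. With 1 library left out there were 0 to 1 higher at T3 over all 24, 1 to 2 higher at T4 over the 22 and 0 to 3 lower at T4 over all 24. Total counts alone gave 2 higher and 3 lower at T4 over the 22. Of 13 listed purine synthesis genes, 0, 0, 1 and 2 were higher and 0, 0, 0 and 1 lower from T1 to T4 over the 22 libraries (0, 0, 1 and 2 and 0, 0, 0 and 0 adjusted over the list alone). The full set gave 0, 0, 0 and 1 and 0, 0, 0 and 0. Leaving out 1 library gave 1 to 2 higher at T3 over the 22, 1 to 3 higher at T4 over the 22 and 0 to 1 lower at T4 over the 22. Counts scaled by their total gave 6 higher and 0 lower at T3 and 3 higher and 0 lower at T4 over the 22.

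Of 14 listed hopanoid synthesis genes, 0, 0, 2 and 6 were higher and 0, 0, 1 and 2 lower from T1 to T4 over the 22 libraries (the same adjusted over the list alone). All 24 libraries gave 0, 0, 0 and 2 and 0, 0, 0 and 1. When 1 library was left out the numbers were 0 to 2 higher at T3 over the 22, 0 to 1 lower at T3 over the 22, 1 to 2 lower at T4 over the 22, 2 to 4 higher at T4 over all 24 and 1 to 2 lower at T4 over all 24. On total counts there were 6 higher and 0 lower at T3 and 6 higher and 1 lower at T4 over the 22. Of 34 listed flagellar and chemotaxis genes, 2, 2, 1 and 7 were higher and 0, 1, 3 and 5 lower from T1 to T4 over the 22 libraries (2, 2, 1 and 6 and 0, 1, 2 and 5 adjusted over the list alone). The 24 libraries gave 0, 0, 0 and 2 and 0, 1, 0 and 1. By leaving out 1 library they became 1 to 2 higher at T1 over the 22, 0 to 4 higher at T2 over the 22, 0 to 1 lower at T2 over the 22, 0 to 1 lower at T2 over all 24, 0 to 2 higher at T3 over the 22, 1 to 7 lower at T3 over the 22, 4 to 7 higher at T4 over the 22, 2 to 4 higher at T4 over all 24 and 1 to 4 lower at T4 over all 24. From total counts came 8 higher and 0 lower at T3 and 7 higher and 4 lower at T4 over the 22. That list lacks *cheA1* (ZMO0083) and *cheB2* (ZMO0878), which were higher at T1 over all 24, with 0.72 (adjusted p = 9.64e-04) and 0.77 (adjusted p = 0.00125), and over the 22, with 0.67 (adjusted p = 3.97e-04) and 0.77 (adjusted p = 1.21e-04), and others such as *cheY* (ZMO0079) and *cheR* (ZMO0082). Of 12 listed TonB-dependent receptor genes, 4, 3, 1 and 2 were higher and 0, 0, 0 and 4 lower from T1 to T4 over the 22 libraries (5, 3, 0 and 2 and 2, 0, 0 and 4 adjusted over the list alone). The full set gave 0, 1, 0 and 2 and 0, 0, 0 and 1. Fits with 1 library fewer gave 0 to 5 higher at T1 over the 22, 1 to 4 higher at T2 over the 22, 1 to 3 higher at T2 over all 24, 0 to 1 higher at T3 over the 22, 2 to 4 lower at T4 over the 22 and 0 to 2 lower at T4 over all 24. With total counts the numbers were 6 higher and 0 lower at T3 and 2 higher and 2 lower at T4 over the 22. The receptors moved up at T2 over the 22 libraries (camera, adjusted p = 0.00126; adjusted p = 0.544 with an estimated correlation).

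Of 9 listed ATP synthase genes, 0, 0, 0 and 2 were higher and 0, 0, 0 and 0 lower from T1 to T4 over the 22 libraries (the same adjusted over the list alone). Among them edgeR called none over all 24, with 3, 0, 0 and 5 at an unadjusted p under 0.05 and 0, 0, 0 and 1 by DESeq2. With 1 library left out there were 1 to 3 higher at T4 over the 22. Total counts alone gave 1 higher and 0 lower at T3 and 5 higher and 0 lower at T4 over the 22. Of 8 listed respiratory chain genes, 0, 0, 1 and 3 were higher and 0, 0, 1 and 0 lower from T1 to T4 over the 22 libraries (0, 0, 1 and 3 and 3, 0, 1 and 0 adjusted over the list alone). Among them edgeR called none over all 24, with 0, 1, 2 and 3 at an unadjusted p under 0.05 and 0, 1, 1 and 0 by DESeq2. Leaving out 1 library gave 0 to 1 higher at T3 over the 22, 0 to 1 lower at T3 over the 22 and 0 to 3 higher at T4 over the 22. Counts scaled by their total gave 2 higher and 0 lower at T3 and 4 higher and 0 lower at T4 over the 22. Of 8 listed nitrogen fixation and Rnf complex genes, 0, 2, 1 and 1 were higher and 0, 0, 3 and 1 lower from T1 to T4 over the 22 libraries (0, 2, 1 and 1 and 0, 0, 4 and 1 adjusted over the list alone). The full set gave 0, 1, 0 and 1 and 0, 0, 0 and 0. When 1 library was left out the numbers were 0 to 2 higher at T2 over the 22, 0 to 1 higher at T2 over all 24, 0 to 1 higher at T3 over the 22, 0 to 4 lower at T3 over the 22 and 0 to 1 higher at T4 over all 24. On total counts there were 1 higher and 0 lower at T3 and 1 higher and 0 lower at T4 over the 22. Of 11 listed iron-sulfur cluster assembly genes, 0, 0, 0 and 0 were higher and 0, 0, 1 and 1 lower from T1 to T4 over the 22 libraries (0, 0, 0 and 0 and 0, 0, 1 and 0 adjusted over the list alone). Among them edgeR called none over all 24, with 0, 1, 4 and 2 at an unadjusted p under 0.05 and 0, 0, 0 and 0 by DESeq2. By leaving out 1 library they became 0 to 3 lower at T3 over the 22 and 0 to 2 lower at T4 over the 22. From total counts came 2 higher and 0 lower at T3 and 0 higher and 0 lower at T4 over the 22.

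Of 14 listed DNA repair genes, 0, 3, 1 and 5 were higher and 0, 0, 3 and 2 lower from T1 to T4 over the 22 libraries (the same adjusted over the list alone). The 24 libraries gave 0, 1, 1 and 3 and 0, 0, 1 and 1. Fits with 1 library fewer gave 0 to 3 higher at T2 over the 22, 0 to 1 higher at T2 over all 24, 1 to 2 higher at T3 over the 22, 1 to 4 lower at T3 over the 22, 0 to 1 higher at T3 over all 24, 0 to 1 lower at T3 over all 24 and 0 to 2 lower at T4 over all 24. With total counts the numbers were 3 higher and 1 lower at T3 over the 22. Of 5 listed sigma factor genes, 0, 1, 0 and 2 were higher and 0, 0, 0 and 1 lower from T1 to T4 over the 22 libraries (0, 2, 0 and 2 and 0, 0, 0 and 1 adjusted over the list alone). Among them edgeR called none over all 24, with 0, 0, 1 and 3 at an unadjusted p under 0.05 and 0, 0, 0 and 0 by DESeq2. With 1 library left out there were 0 to 1 higher at T2 over the 22, 0 to 2 higher at T4 over the 22 and 0 to 1 lower at T4 over the 22. Total counts alone gave 2 higher and 0 lower at T3 and 2 higher and 0 lower at T4 over the 22. Of 10 listed aldo/keto and quinone oxidoreductase genes, 0, 0, 0 and 1 were higher and 0, 0, 2 and 2 lower from T1 to T4 over the 22 libraries (the same adjusted over the list alone). All 24 libraries gave 0, 0, 0 and 0 and 0, 0, 0 and 1. Leaving out 1 library gave 0 to 1 higher at T4 over the 22, 1 to 2 lower at T4 over the 22 and 0 to 1 lower at T4 over all 24. Counts scaled by their total gave 1 higher and 1 lower at T3 over the 22. Of 20 listed aminoacyl-tRNA synthetase genes, 0, 0, 4 and 9 were higher and 0, 0, 1 and 2 lower from T1 to T4 over the 22 libraries (the same adjusted over the list alone). The 24 libraries gave 0, 0, 1 and 5 and 0, 0, 1 and 0. When 1 library was left out the numbers were 1 to 5 higher at T3 over the 22, 0 to 3 higher at T3 over all 24, 0 to 1 lower at T3 over all 24 and 1 to 6 higher at T4 over all 24. On total counts there were 12 higher and 1 lower at T3 and 10 higher and 0 lower at T4 over the 22. Of 15 listed thiol redox and peroxide defence genes, 1, 0, 0 and 2 were higher and 0, 0, 4 and 4 lower from T1 to T4 over the 22 libraries (1, 0, 0 and 2 and 0, 0, 5 and 4 adjusted over the list alone). The full set gave 0, 0, 0 and 1 and 0, 0, 1 and 1. By leaving out 1 library they became 0 to 1 higher at T1 over the 22, 0 to 3 lower at T3 over all 24, 1 to 2 higher at T4 over the 22 and 2 to 5 lower at T4 over the 22. From total counts came 2 higher and 2 lower at T3 and 2 higher and 1 lower at T4 over the 22.

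Of 3 listed mannose genes of the study, 0, 0, 0 and 1 were higher and 0, 0, 1 and 0 lower from T1 to T4 over the 22 libraries (0, 0, 1 and 1 and 0, 0, 1 and 0 adjusted over the list alone). All 24 libraries gave 0, 0, 0 and 1 and 0, 0, 0 and 0. Fits with 1 library fewer gave 0 to 1 lower at T3 over the 22. With total counts the numbers were 1 higher and 0 lower at T3 over the 22. Of 3 listed xylose side product genes of the study, 0, 0, 1 and 0 were higher and 0, 0, 0 and 0 lower from T1 to T4 over the 22 libraries (1, 0, 1 and 0 and 0, 0, 1 and 0 adjusted over the list alone). The 24 libraries gave 0, 0, 1 and 0 and 0, 0, 0 and 0. With 1 library left out there were 0 to 1 higher at T3 over all 24.

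Camera with its preset and then its estimated correlation also gave, over the 22 libraries, flagellar genes at T1 (median 0.17, adjusted p = 0.0171 and 0.921), ZMOp32 at T1 (median 0.26, adjusted p = 0.00193 and 0.921), ZMOp32 at T2 (median 0.23, adjusted p = 0.0208 and 0.921), ribosomal proteins at T2 (median -0.16, adjusted p = 0.0264 and 0.921), synthetases at T2 (median -0.18, adjusted p = 0.0242 and 0.921) and synthetases at T3 (median 0.15, adjusted p = 0.0326 and 0.921). Over all 24 it gave ATP synthase at T1 (median 0.36, adjusted p = 0.00914 and 1.000), ribosomal proteins at T1 (median 0.17, adjusted p = 0.0265 and 1.000), ZMOp36 at T1 (median -0.29, adjusted p = 0.0286 and 1.000), receptors at T2 (median 0.42, adjusted p = 0.0250 and 1.000), synthetases at T3 (median 0.15, adjusted p = 0.0289 and 1.000) and chaperones and proteases at T3 (median -0.31, adjusted p = 0.0289 and 1.000). In SynH3- T1 replicate 1, which is in both sets, plasmid genes lie at a median of -0.56 and ATP synthase genes at 0.40 against their replicates, so the values of these groups at T1 hold that departure.

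Within each medium several of these functions changed from T1 to T4. Of 9 ATP synthase genes, 8 and 8 fell in SynH3- and SynH3 over the 22 libraries and 8 and 9 over all 24. Of 13 purine synthesis genes, 12 and 12 fell in SynH3- and SynH3 over the 22 libraries and 11 and 12 over all 24. Of 11 iron-sulfur cluster genes, 9 and 8 rose in SynH3- and SynH3 over the 22 libraries and 8 and 8 over all 24, while 2 and 2 fell over the 22 and 1 and 1 over all 24. Of 12 receptor genes, 10 and 8 rose in SynH3- and SynH3 over the 22 libraries and 10 and 10 over all 24, while 2 and 1 fell over the 22 and 2 and 1 over all 24. Of 98 plasmid genes, 79 and 66 rose in SynH3- and SynH3 over the 22 libraries and 78 and 67 over all 24, while 8 and 10 fell over the 22 and 8 and 5 over all 24. Over all genes 725 and 697 of 1699 rose over the 22, and 662 and 648 of 1712 over all 24. The T1 level in SynH3- holds the departing replicate 1 in both sets, where plasmid genes lie low and ATP synthase genes high.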
